# Local adaptation of a dominant coastal tree to freshwater availability and solar radiation suggested by genomic and ecophysiological approaches

**DOI:** 10.1038/s41598-019-56469-w

**Published:** 2019-12-27

**Authors:** Mariana Vargas Cruz, Gustavo Maruyama Mori, Caroline Signori-Müller, Carla Cristina da Silva, Dong-Ha Oh, Maheshi Dassanayake, Maria Imaculada Zucchi, Rafael Silva Oliveira, Anete Pereira de Souza

**Keywords:** Evolutionary genetics, Plant ecology

## Abstract

Local adaptation is often a product of environmental variations in geographical space and has implications for biodiversity conservation. We investigated the role of latitudinal heterogeneity in climate on the organization of genetic and phenotypic variation in the dominant coastal tree *Avicennia schaueriana*. In a common garden experiment, samples from an equatorial region, with pronounced seasonality in precipitation, accumulated less biomass, and showed lower stomatal conductance and transpiration, narrower xylem vessels, smaller leaves and higher reflectance of long wavelengths by the stem epidermis than samples from a subtropical region, with seasonality in temperature and no dry season. Transcriptomic differences identified between trees sampled under field conditions at equatorial and subtropical sites, were enriched in functional categories such as responses to temperature, solar radiation, water deficit, photosynthesis and cell wall biosynthesis. Remarkably, the diversity based on genome-wide SNPs revealed a north-south genetic structure and signatures of selection were identified for loci associated with photosynthesis, anthocyanin accumulation and the responses to osmotic and hypoxia stresses. Our results suggest the existence of divergence in key resource-use characteristics, likely driven by seasonality in water deficit and solar radiation. These findings provide a basis for conservation plans and for predicting coastal plants responses to climate change.

## Introduction

Adaptation is frequently a consequence of spatial variations in selective environmental forces acting on phenotypic diversity^1,2^. As selective forces operate, they may reduce the heritable variation within a population, leading to the specialization of individuals^2^. Conversely, in highly stochastic environments, selection can increase the potential of species for phenotypic plasticity^3^. Therefore, the investigation of adaptation is fundamental for understanding the ability of a species to respond to environmental changes^4,5^.

Alarmingly high rates of environmental changes have been observed over the last decades, particularly affecting coastal ecosystems^6–9^, for instance, bleaching of coral reefs worldwide^10^, large-scale dieback of mangrove communities^11^ and increased mortality of seagrass beds^12^. Further environmental changes and coastal biodiversity loss threaten critical socioeconomic and ecological services provided by coastal ecosystems, including their pivotal role as blue carbon stocks^13^. In this context, studies on the organization of adaptive variation of coastal habitat-forming species are necessary to improve predictions on the impacts of future climate conditions on marine ecosystems^14^ and to support efficient conservation practices^15^.

Coastal habitat-forming species are frequently water-dispersed over long distances^16,17^ and often occur across wide latitudinal ranges. The connectivity among populations of these species may be influenced, not only by their dispersion capabilities but also by means of natural selection, caused by varying establishment success over the broad environmental heterogeneity across latitudes^18^. For instance, distinct coastal species in the North Atlantic show north-south organization of diversity with evidence of selection for different thermal regimes^19–21^. Similarly, in the Southwest Atlantic, an overlapping north-south structure of genetic diversity, with reduced gene flow between northern and southern populations, has been observed in phylogenetically distant habitat-forming species^22–24^. In this context, one could expect northerly and southerly populations of these species to adapt differently to contrasting environments over their latitudinal ranges, especially due to their large population sizes^2,25^. However, the neutrality of the molecular markers used in previous studies has precluded inferences regarding adaptive variation. The existence of local adaptation remains virtually unknown in species that play a central role in sustaining the coastal biodiversity in the South Atlantic. This limited knowledge about the organization of non-neutral variation compromises accurate predictions and suitable conservation efforts for sustainable management.

Here, we tested the hypothesis that latitudinal heterogeneity in climate variables shapes the variation in genotypes and phenotypes involved in the optimization of resource use in widely distributed coastal species. To reduce the potential for incorrect conclusions about selection^26^, we integrated three independent but complementary approaches, making predictions as follows: (1) using a common garden experiment, individuals from contrasting latitudes would show genetically based phenotypic divergence in ecophysiological traits; (2) under contrasting latitudes, transcriptomic changes would be detected in genes involved in responses to environmental variation; and (3) signatures of selection along the species distribution would be detected in genes involved in responses to latitudinal variation in air temperature, solar radiation and freshwater availability determined by air water vapor pressure deficit (VPD), rainfall and tidal regime. We considered the new-world coastal tree species *Avicennia schaueriana* Stapf & Leechman ex Moldenke, found in the Lower Lesser Antilles and widespread from Venezuela to the southernmost temperate mangroves on the Atlantic coast of South America (~28 °S)^27^, as a model to test this hypothesis. The broad latitudinal range of *A. schaueriana*, spanning wide environmental variation (Fig. 1), and the previously detected north-south structure of neutral variation^22^, facilitate ecological predictions and the accumulation of divergence, motivating this choice. Our results indicated that fluctuations in VPD, rainfall and solar radiation may be associated with the observed phenotypic and genotypic variation as well as the regulation of gene expression in this dominant coastal tree. We discuss the implications of our results for the persistence of coastal biodiversity in the context of climate change.

**Figure 1:**
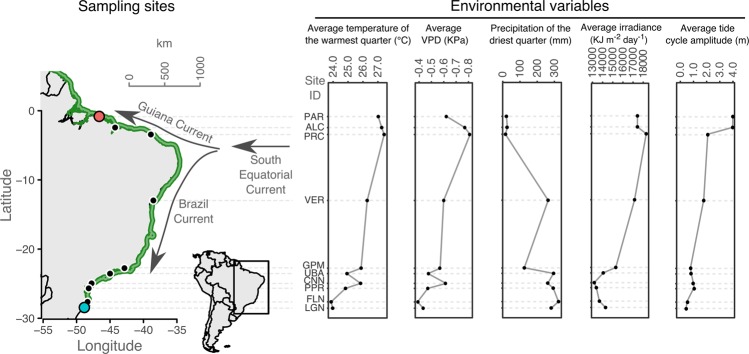
Geographical locations and characterization of *Avicennia schaueriana* sampling sites along a latitudinal gradient on the Atlantic coast of South America. The green-shaded area represents the presence of the species; colored points represent sampling sites of propagules, used in a common garden experiment, and of plant tissues, used for both DNA- and RNA-sequencing; black points represent sampling sites of plant tissues, used for genomic DNA-sequencing only; and arrows represent the flow directions of major oceanic currents. Environmental variation across sampling sites was obtained from public databases of climate (‘WorldClim’^110,111^) and tide variables (‘Environment Climate Data Sweden’^112^).

## Materials and Methods

### Propagule sampling

Mature propagules were collected from 15 *Avicennia schaueriana* Stapf & Leechman ex Moldenke mother trees that were at least 100 m apart from one another in the following two genetically contrasting populations^22^: (1) the southernmost range limit of American mangroves, in the subtropical region, and (2) an equatorial site in one of the world’s largest macrotidal mangrove forests^28,29^, near the northernmost limit of the species range (Fig. 1). We refer to samples collected in the former site as “subtropical” and those in the latter as “equatorial” throughout this work. Sampling in more localities was impracticable due to the absence of mature propagules during fieldwork. A detailed characterization of each of these contrasting sites can be found in Table 1, in Supplementary Methods and in the Supplementary Information Fig. S1.

**Table 1:** Characterization of subtropical and equatorial sampling sites of propagules used in the common garden experiment and of plant material used for RNA-sequencing.

	Subtropical	Equatorial
Köppen-Geiger climate characterization	Temperate oceanic with hot summer, without a dry season (Cfa)	Tropical monsoon (Am)
Latitude (°)	28S	0
Annual Average tidal amplitude (m)^†^	0.45 (Microtidal)	4.00 (Macrotidal)
Annual mean temperature (°C)^‡^	20.1	26.4
Minimum temperature of the coldest month (°C)^‡^	11.8	22.0
Maximum temperature of the warmest month (°C)^‡^	28.7	31.1
Annual precipitation (mm)^‡^	1,435	2,216
Precipitation of the driest month (mm)^‡^	88	4
Precipitation of the wettest month (mm)^‡^	162	452
Mean air vapor pressure deficit (kPa)^¶^	−0.436	−0.625
Maximum air vapor pressure deficit (kPa)^¶^	−1.459	−1.799
Mean irradiance (KJ m^−2^ day^−1^)^‡^	14,270	17,414
Maximum irradiance (KJ m^−2^ day^−1^)^‡^	20,802	21,671
Minimum irradiance (KJ m^−2^ day^−1^)^‡^	8,201	13,874
Mean sea surface salinity (g/kg)^§^	35.50	34.96
Sea surface salinity in the saltiest month (g/kg)^§^	36.24	36.87
Sea surface salinity in the freshest month (g/kg)^§^	33.73	32.54
Average day length (hours (±SD))⌁	12.103 (±1.251)	12.115 (±0.033)
True mangrove species in the area	*Avicennia schaueriana Laguncularia racemosa*	*Avicennia germinans Avicennia schaueriana Laguncularia racemosa Rhizophora mangle Rhizophora racemosa Rhizophora harriisoni*

SD: standard deviation.

^†^Source: Vestbo *et al*. (2018)^112^. ^‡^Source: WorldClim^110,111^. ^§^Source: MARSPEC^113^. ^¶^Water vapor pressure deficit was calculated from WorldClim ‘water vapor pressure’ and ‘average’ and ‘maximum temperature’ raster layers, as the actual water vapor pressure minus the saturation water vapor pressure. ⌁Source: ‘daylength’ function from the R package ‘geosphere’^114^.

### Comparative ecophysiology using a common garden experiment

Propagules were germinated as described for *Avicennia germinans*^30^. We grew propagules in trays with local mangrove soil for two months. After this period, 44 similar-sized seedlings from 30 distinct mother trees, 15 from equatorial and 15 from subtropical sites — with an average height of 18 cm, most with three leaf pairs and senesced cotyledons — were transplanted to 6 L pots filled with topsoil and sand (1:1). Seedlings were cultivated for seven months under homogenous conditions in a glasshouse at the University of Campinas, São Paulo, Brazil (22°49′S 47°04′W), where automatic sensors coupled with a data logger (Onset Computer Corp.) measured the atmospheric humidity and temperature every 15 minutes. Seedlings were irrigated daily at 10 a.m. and 5 p.m. with a 3-minute freshwater spray. Twice a week, nutrients were added to the soil using 600 mL of 0.4X Hoagland solution with 15.0 g L^−1^ NaCl per pot. Pots were rotated weekly to reduce the effects of environmental heterogeneity. The environmental conditions in the glasshouse were different from those at each sampling site, as is shown in the Supplementary Information Fig. S2.

The light reflectance of stems was measured in ten plants from each sampling site using a USB4000 spectrophotometer (OceanOptics, Inc.) coupled to a deuterium-halogen light source (DH-2000; OceanOptics) using a light emission range from 200–900 nm. Photosynthesis, stomatal conductance and transpiration rates were measured every 2.0–2.5 hours in five six-month-old individuals from each sampling site on two different days using a Li-Cor 6400 XT (Li-Cor Corp.).

After harvest, three plants without flowers or flower buds from each sampling site were split into leaves, stems and roots, washed with distilled water, dried for 7 days at 70 °C and weighed. The individual leaf area, total leaf area and leaf lamina angle per plant were measured through photographic analyses using ImageJ^31^. The specific leaf area (SLA, cm^2^ leaf area kg^−1^ leaf dry biomass) was also calculated for these samples. Stems were fixed in FAA (Formaldehyde Alcohol Acetic acid), stored in 70% alcohol for wood anatomy analysis and cut into 30-μm thick transverse sections. Sections were stained with a mixture of 1% Astra Blue and 50% alcohol (1:1) followed by 1% Safranin O. Micrographs were taken using an Olympus BX51 microscope coupled to an Olympus DP71 camera (Olympus Corp.). The following wood traits were quantified using ImageJ and R v.4.0.0: vessel lumen area (A), vessel density in xylem (number of vessels/xylem area), vessel grouping index (mean number of vessels per vessel grouping) and vessel lumen area in sapwood (vessel lumen area/sapwood area). The vessel arithmetic diameter (D) was estimated according to Scholz *et al*.^32^.

Shapiro-Wilk’s normality tests and Fisher’s F-tests of equality of variances were performed in R v.4.0.0 to determine the suitability of group comparison statistical tests. In comparisons between equatorial and subtropical samples, we used unpaired Student’s T-tests or, alternatively, Mann-Whitney-Wilcoxon tests. Multiple-group comparisons were conducted for the analysis of environmental conditions in the field vs. in the glasshouse using one-way analysis of variance (ANOVA) with Tukey’s post hoc honest significant difference (HSD) tests. A significance level of 0.05 was used as the alpha for all tests. The Bonferroni adjustment of P-values was conducted for multiple comparisons.

### Plant material for RNA extraction and RNA-sequencing

Plant material used for RNA-sequencing (RNA-Seq) was collected from the equatorial and subtropical sites described in the “Propagule sampling” section and immediately stored in RNAlater (Ambion, Inc.). Because precise species identification requires the analysis of both vegetative branches and flower morphology, opportunities for sampling were limited by the reproductive phenology at each visited site. Leaves, stems and flowers from three adult trees at least 100 m apart were collected from July-August of 2014, which corresponds to the end of winter at the subtropical site and the beginning of the dry season at the equatorial site. To minimize the detection of differential transcript expression due to circadian changes, sampling was conducted during low tide and from 10:30 AM to 4:00 PM. A detailed description of the environmental conditions at the time of sampling is available in Supplementary Information Table S1.

We extracted RNA according to Oliveira *et al*.^33^ and evaluated its integrity and purity using agarose gel electrophoresis and a NanoVue spectrophotometer (GE Healthcare Life Sciences). Illumina TruSeq RNA Sample Preparation kits (Illumina, Inc.) were used to construct cDNA libraries. cDNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies) and concentrations were quantified by qPCR using the Sequencing Library qPCR Quantification kit (Illumina, Inc.). Sequencing was performed using two 36-cycle TruSeq SBS paired-end kits (Illumina, Inc.) and the Genome Analyzer IIx platform (Illumina, Inc.).

### Assembly and characterization of the *A. schaueriana* transcriptome

Adapter sequences were trimmed, and 72-bp paired-end reads were filtered by quality (Phred score ≥ 20 for at least 70% of the read length) using the NGS QC Toolkit v.2.3^34^. High-quality reads were used for transcriptome assembly in the CLC Genomics Workbench (https://www.qiagenbioinformatics.com/). We used the default settings, except for the distance between pairs (300–500 bp) and k-mer size (45 bp).

Reads were mapped to transcripts using bowtie1^35^ in single-read mode using the default parameters. Transcripts without read-mapping support were removed. Functional annotation was performed using blastx v.2.2.31^36^ with an e-value < 1^−10^. NCBI RefSeq.^37^, The Arabidopsis Information Resource (TAIR)^38^ and NCBI non-redundant (nr) databases were used as reference databases. We excluded transcripts that were exclusively similar to non-plant sequences. Protein family domains were identified using HMMER3^39^, which iteratively searched transcripts against the Pfam database. To assign Gene Ontology (GO) terms to transcripts, we used the *Arabidopsis thaliana* gene association file from the GO Consortium^40^ and retrieved the information for transcripts showing similar coding sequences in the *A. thaliana* genome. Redundant transcripts were clustered with Cd-hit-est v.4.6.1^41^ using local alignment mode with 95% identity and 70% coverage of the shortest sequence thresholds. Open reading frames (ORFs) were identified using Transdecoder (http://transdecoder.sf.net). We reduced the redundancy of transcripts in the final assembly by retaining for each CD-HIT-EST cluster either the sequence with the longest ORF or, in the absence of sequences containing ORF, the longest sequence.

The completeness of the final transcriptome was assessed using BUSCO^42^. Additionally, a reciprocal blastn alignment using an e-value threshold of 10^−10^ and a minimum alignment length of 100 nucleotides with at least 70% identity was used to compare the *A. schaueriana* transcriptome with other publicly available transcriptomes of congeneric species.

### Comparative transcriptomics using RNA-sequencing

Tissue-specific count data were obtained from the number of reads uniquely mapped to each transcript of the non-redundant transcriptome using bowtie1^35^ and normalized using edgeR^43^. Differentially expressed transcripts (DETs) between equatorial and subtropical tree tissue-specific samples were detected using the exact test for negative binomial distributions with an FDR < 0.05 (Benjamini-Hochberg). GO term enrichment analyses of the DETs were performed using GOseq^44^ with the Wallenius approximation method and P-value <0.05. Differential expression results were verified using reverse transcription real-time PCR (qRT-PCR) (Supplementary Methods).

### Detection of candidate adaptive loci

We sampled leaves from 79 adult plants at ten locations spanning most of the distribution of *A. schaueriana* Stapf & Leechman ex Moldenke (Fig. 1, Supplementary Information Table S2). We isolated DNA using the DNeasy Plant Mini Kit (QIAGEN) and NucleoSpin Plant II (Macherey Nagel) following the manufacturers’ instructions. DNA quality and quantity were assessed using 1% agarose electrophoresis and the QuantiFluor dsDNA System with a Quantus fluorometer (Promega). Nextera-tagmented reductively-amplified DNA (nextRAD) libraries^45^ were prepared and sequenced by SNPsaurus (SNPsaurus) on a HiSeq. 2500 (Illumina, Inc.) with 100-bp single-end chemistry. Genomic DNA fragmentation and short adapter ligation were performed with the Nextera reagent (Illumina, Inc.) followed by amplification with one of the primers matching the adapter and extending nine arbitrary nucleotides into the genomic DNA. Assembly, mapping and single nucleotide polymorphic loci (SNP) identification were performed using custom scripts (SNPsaurus), which created a reference catalogue of abundant reads across the combined sample set and mapped reads to this reference, allowing two mismatches and retaining biallelic loci present in at least 10% of the samples. We further filtered markers by allowing no more than 65% missing data, a Phred score > 30, 8x minimum coverage, only one SNP per locus and a minor allele frequency ≥0.05 using vcftools v.0.1.12b^46^. To reduce paralogy or low-quality genotype calls, we used a maximum read coverage of 56 (the average read depth times 1.5 standard deviation).

After excluding plants morphologically identified as *A. schaueriana* with genomic signs of hybridization with *A. germinans* (L.) L., we assessed the genetic structure considering all SNPs, using the discriminant analysis of principal components (DAPC)^47^ and ADMIXTURE v.1.3.0^48^. For DAPC analyses, we considered the number of groups (K) varying from 1–50 and the Bayesian information criteria for inferring K. Additionally, we used the optim.a.score function to avoid overfitting during the discrimination steps. For the ADMIXTURE analyses, we performed three separate runs for K varying from 1–15 using the block-relaxation method for point estimation; computing was terminated when estimates increased by <0.0001, and the most likely K was determined by cross-validation.

We used two programs to minimize false-positive signs of natural selection: LOSITAN^49^, assuming an infinite allele model of mutation, using a confidence interval of 0.99, a false-discovery rate (FDR) of 0.1, the neutral mean FST and forcing of the mean FST options; and pcadapt 3.0.4^50^, which simultaneously identifies the population structure and the loci excessively related to this structure, using an FDR < 0.1.

Putative evidence of selection was considered only for SNP loci that were conservatively identified by pcadapt and five independent runs of LOSITAN to avoid false-positives^51^. As selection is presumably stronger in coding regions of the genome and there is no reference genome for the species, we used the *de novo* assembled transcriptome, characterized herein, as a reference to identify candidate loci within putative coding regions. We performed a reciprocal alignment between nextRAD sequences (75 bp) and longer expressed sequences (≈300–11600 bp) using blastn v.2.2.31^36^, with a threshold of at least 50 aligned nucleotides, a maximum of one mismatch and no gaps.

## Results

### Comparative physiology using a common garden experiment

Seedlings from equatorial and subtropical sites diverged in key ecophysiological traits in the common garden experiment (Figs. 2–4). The inclination angle of the leaf lamina and the average size of individual leaves were smaller in equatorial than in subtropical plants, but total leaf area and specific leaf area did not differ between the groups (Fig. 2, Supplementary Information Table S3, Supplementary Information Fig. S3). Additionally, equatorial plants showed lower stomatal conductance and transpiration rates than did subtropical plants (Fig. 3). Subtropical plants accumulated more biomass in leaves and roots than did equatorial plants. However, the stem dry mass ratio (MR) (stem dry biomass/plant dry biomass) was greater in equatorial plants, whereas the leaf MR (leaf dry biomass/plant dry biomass) was greater in subtropical plants (Fig. 2). The dry biomass accumulated in the stems and the root MR (root dry biomass/plant dry biomass) were indistinguishable between the groups (Supplementary Information Table S3). Unexpectedly, 63% of the equatorial plants flowered after six months of growth (Supplementary Information Fig. S3g). Since this was not observed in any subtropical plants, flowering plants were not used in the biomass allocation analyses.

**Figure 2:**
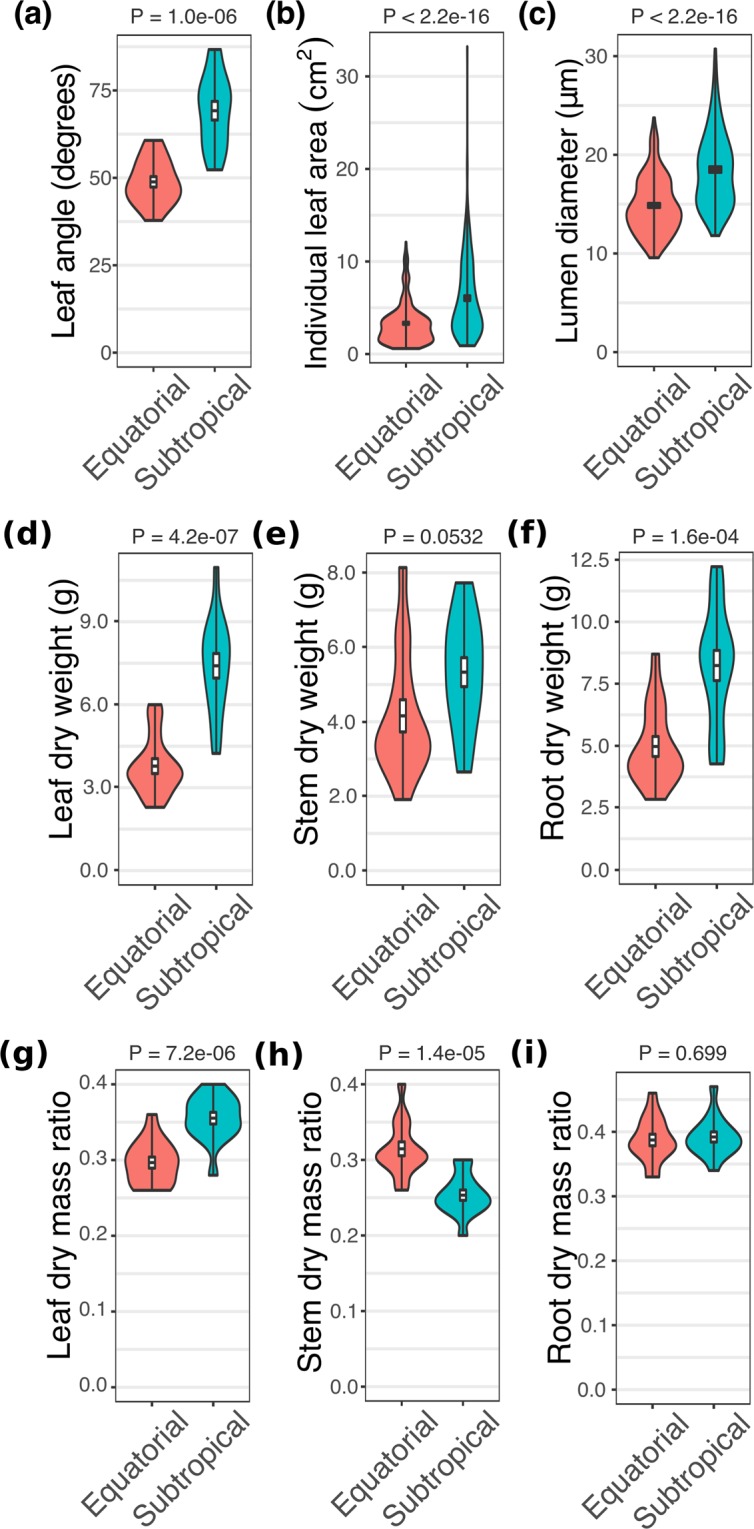
Pairwise comparison of morphological traits between *Avicennia schaueriana* seedlings from equatorial and subtropical sites grown using a common garden experiment. Violin plots represent the distribution of observations for plants from equatorial (red) and subtropical (blue) sampling sites. Box plots represent the mean, standard error, and maximum and minimum values. (**a**) Leaf inclination angle (n = 15 leaves per group, 5 plants per group); (**b**) individual leaf area (n = 250 leaves per group, 3 plants per group); (**c**) vessel lumen diameter (n = 180 vessels per group, 3 plants per group); (**d**–**f**) leaf, stem and root dry weight (n = 15 plants per group); and (**g**–**i**) leaf, stem and root dry mass ratio (organ-specific dry biomass/plant dry biomass) (n = 15 plants per group). For all variables represented in the figure, the absence of a difference between groups was rejected using unpaired Student’s T-tests or the Mann-Whitney-Wilcoxon U-tests (**b**,**c**), at a significance threshold of 0.05.

**Figure 3:**
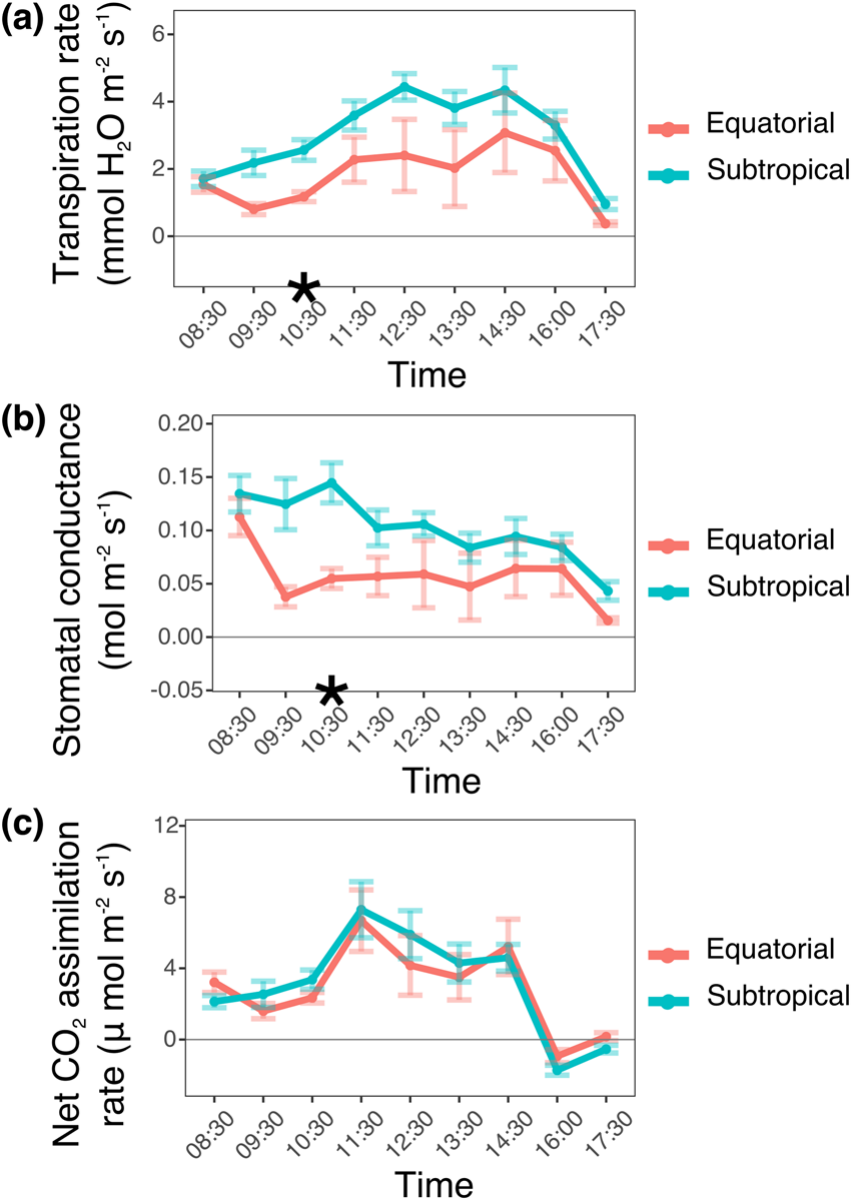
Daily curves of gas exchange in leaves from seven-months-old *Avicennia schaueriana* seedlings grown using a common garden experiment. *Represents rejection of the null hypothesis of the absence of a difference based on an unpaired Student’s t-test, at a significance threshold of 0.05 after Bonferroni correction (n = 10 plants per group). Error bars represent the standard error. Red line: mean values for equatorial samples; blue line: mean values for subtropical samples. (**a**) Transpiration rate; (**b**) stomatal conductance; (**c**) net CO_2_ assimilation rate.

**Figure 4:**
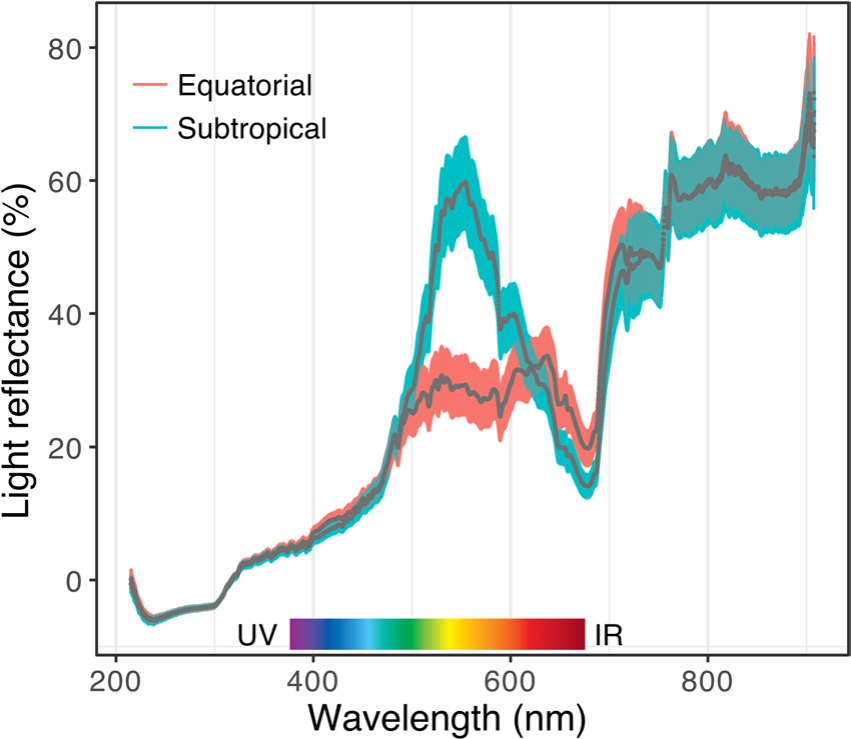
Light reflectance of the stem epidermis of five-month-old *Avicennia schaueriana* seedlings grown using a common garden experiment. Gray lines represent the mean reflectance, and color-shaded areas represent the standard error for each seedling source site (red: equatorial; blue: subtropical, n = 10 plants per group). The visible light spectrum range is highlighted in the figure.

Mean stem vessel diameter was smaller in the equatorial seedlings than in the subtropical seedlings, indicating enhanced hydraulic safety (Fig. 2, Supplementary Information Fig. S3h,i). However, the vessel density, vessel grouping index, vessel lumen area in sapwood and total hydraulic conductivity of the stems were not significantly different between the groups (P-value >0.05) (Supplementary Information Table S3). Plants from contrasting latitudes exhibited different stem epidermis pigmentation, with equatorial seedlings reflecting more long-wavelength of red light (635–700 nm) and less medium wavelength of green light (520–560 nm) than subtropical seedlings (Fig. 4).

### Characterization of the *A. schaueriana* transcriptome

In the absence of a reference genome, we obtained the first reference transcriptome for *A. schaueriana* from leaves, stems and flowers of adult individuals under field conditions (Supplementary Information Fig. S4, Table S1). Over 209 million paired-end 72-bp reads showing high quality were *de novo* assembled into a reference, non-redundant transcriptome containing 49,490 sequences, of which 30,227 (61%) were putative protein-coding sequences. 

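The deposited table of counts lists 49490 transcripts under names of the study's own, 30227 of them named as coding (61.1%) and 19263 as non-coding, and each transcript has at least 1 count in at least 1 of the 18 libraries. A single library detected between 39197 and 46289 of them, and the non-coding transcripts took between 4.87% and 8.17% of the counts of a library. Sequences and positions of the transcripts were not used here. Gene names are those of the best matches in *Arabidopsis thaliana* that Supplementary Tables S11, S12 and S13 pair with a transcript name.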

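The deposited counts of uniquely mapped reads sum to 192315694 over the 18 libraries, which is 92.0% of the number of reads that the paper gives for the assembly. The 10 most abundant transcripts of a library held between 3.64% and 17.1% of its counts.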

Over 91.9% of these reads were mapped to a single transcript, indicating minimum redundancy and a wide representation of sequenced data (Supplementary Information Table S4). Moreover, 91.8% of universal plant orthologous genes were present in the reference transcriptome (Supplementary Information Table S4). Sequences with complete ORFs represented approximately 42% (12,796) of all putative protein-coding transcripts (Supplementary Information Table S5, Fig. S5). Most of these putative protein-coding sequences (94.33%) showed significant similarity (e-value <1e-10) to proteins in the Plant RefSeq and TAIR databases (Supplementary Information Fig. S5c). More than 80% of protein-coding sequences matched proteins from *Sesamum indicum* or *Erythranthe guttata*, which, as *A. schaueriana*, belong to the order Lamiales (Supplementary Information Fig. S6d). We identified 27,658, 18,325 and 13,273 putative orthologs between the *A. schaueriana* reference transcriptome and transcriptomes derived from *A. marina* leaves^52^ and *A. officinalis* leaves^53^ and roots^54^, respectively (Supplementary Information Table S6).

### Comparative transcriptomics between trees from contrasting latitudes

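RNA from leaves, stems and flowers of 6 adult trees of *A. schaueriana* was sequenced, 3 at the equatorial site (trees Eq4, Eq5 and Eq6) and 3 at the subtropical site (trees St1, St2 and St4). By the labels, each tree gave 1 library per tissue, 18 in all, although the flower library labelled Eq6 counts transcripts that only subtropical trees have in leaves and stems. The deposited values are the numbers of reads that the authors counted on each transcript of their own assembly, without normalization. According to the paper's methods, paired-end reads were filtered by quality, mapped with bowtie1 and counted only where they mapped to a single transcript, so that reads shared by near-identical transcripts are not in the counts. Equatorial leaf libraries held between 9018391 and 14313994 counts (median 9973388) and subtropical ones between 8749713 and 11603596 (median 9435666). In stems, the equatorial libraries had between 10120311 and 15802680 counts (median 15633627) and the subtropical libraries between 9894226 and 14528522 (median 13511375). Flower libraries held 5055480 to 9616658 counts at the equatorial site (median 7218856) and 6971996 to 11172632 at the subtropical site (median 9694583). The sample labels place the collection of tree Eq6 at 16 h 4 min and Table S1 at 16 h 0 min, and the other sampling times are the same in both. Counts were scaled by edgeR's TMM method and the sites were compared within each tissue, 3 libraries against 3, by edgeR's quasi-likelihood test on the transcripts that edgeR's filterByExpr keeps. A transcript was called differentially expressed (DET) at a Benjamini-Hochberg adjusted p under 0.05. The exact test for negative binomial distributions, which the paper names, DESeq2 and other filters were run as other settings. Log2 fold changes are subtropical minus equatorial, so a negative value is higher in equatorial samples. Abundances are CPM values of edgeR's cpm function on the TMM-scaled libraries, given as mean ± SD over the 3 trees of a site. The test, and which trees are in it, change the number of DETs more than the normalization or the filter on low counts do.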

To identify the effects of environmental variation on gene expression and, thus, on phenotypes at contrasting source sites in the field, we compared expression levels in trees under field conditions as comparable as possible, considering tidal conditions and seasonal climates (Supplementary Information Table S1). As expected, we observed a consistent source-site pattern in overall transcript expression levels from leaves and stems (Supplementary Information Fig. S6a,b). However, floral transcript expression levels did not show a clear pattern among samples of the same origin (Supplementary Information Fig. S6c), leading to the identification of only one DET. Thus, we did not include flowers in the subsequent analyses (Supplementary Information Fig. S6f). Conversely, 1,837 and 904 transcripts showed significantly different (FDR < 0.05) relative abundances between equatorial and subtropical samples in leaves and stems, respectively (Supplementary Information Fig. S6d,e). 

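Distances between libraries were computed as edgeR's leading log2 fold change, the root mean square of the 500 largest log2 fold changes between a pair of libraries. Leaf libraries of different sites were 4.06 ± 0.192 apart (SD, 9 pairs), equatorial leaf libraries 3.43 ± 0.585 (SD, 3 pairs) and subtropical ones 2.97 ± 0.0860 (SD, 3 pairs). In stems, the distance was 4.40 ± 0.319 between sites (SD, 9 pairs), 3.91 ± 0.523 among the equatorial trees and 3.29 ± 0.184 among the subtropical trees (SD, 3 pairs each). The mean distance between sites exceeded the mean distance within sites by 0.865 in leaves and by 0.803 in stems. Of the 10 ways to split 6 trees into 3 and 3, the split by site gave the largest difference in both tissues (exact two-sided permutation test over trees, p = 0.1 in each, the smallest p that 3 trees against 3 allow). The ranges of single pairs overlapped, since the widest equatorial pair lay 3.94 apart in leaves and 4.22 in stems and the closest pair of different sites 3.87 and 4.06. By this distance, each of the 12 leaf and stem libraries had its nearest neighbour at its own site. With 1 tree left out, the difference stayed between 0.714 and 1.13 in leaves and between 0.607 and 0.975 in stems. Spearman correlations in place of fold changes, or all transcripts kept by the filter in place of 500, left the split by site ahead of the other 9. The nearest neighbour of the Eq6 stem was then St1, at 0.959 over all transcripts against 1.06 from Eq4 and 1.07 from Eq5, and by Spearman correlations also that of the Eq6 leaf, while the other libraries stayed nearest to one of their own site.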

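Flower libraries of different sites were 4.85 ± 1.11 apart (SD, 9 pairs), against 5.27 ± 1.31 among the equatorial trees and 3.75 ± 0.326 among the subtropical trees (SD, 3 pairs each). The difference between sites and within sites was 0.345, and 8 of the 10 splits of the 6 trees gave one as large (exact two-sided permutation test, p = 0.8). The flower library labelled Eq6 lay on average 5.97 from the other equatorial flower libraries and 3.67 from the subtropical ones, and its nearest neighbour was St1, at 3.26, with St4 at 3.35. Over all transcripts kept by the filter St4 was the nearest, at 0.717 against 0.758 from St1, as it was by Spearman correlations and by the chi-square of the counts.

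**Figure D1:**
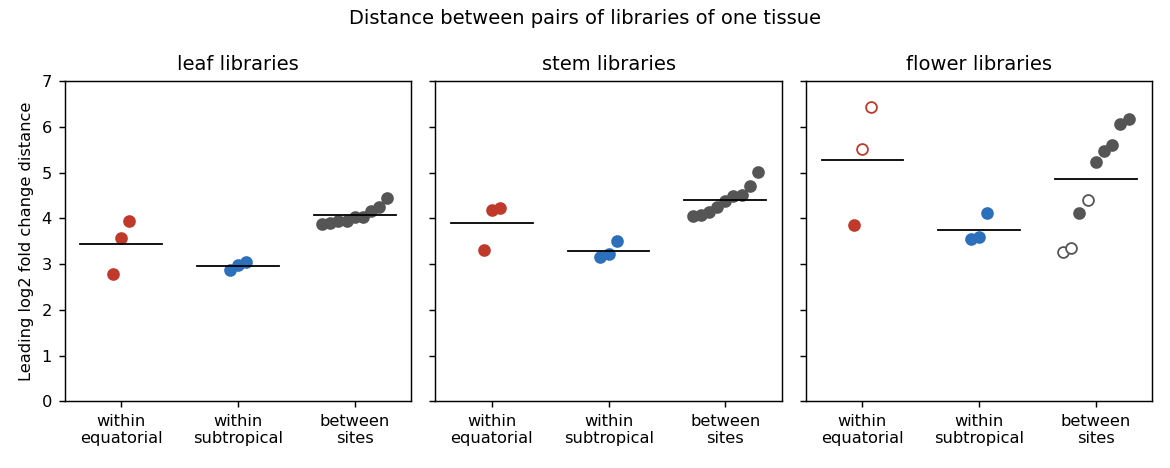
Leading log2 fold change distance (y axis, log2 units) between pairs of libraries of leaves, stems and flowers, for pairs within the equatorial site, within the subtropical site and between sites. Each point is 1 pair, black lines are means and open points are the 5 pairs with the flower library labelled Eq6, which lie between 3.26 and 6.43.

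The quasi-likelihood test called 0 of 29232 flower transcripts, and 1654 had an unadjusted p under 0.05. The exact test called 6 with the same filter and 1 without a filter, DESeq2 called 81, and the exact test with a common dispersion called 618. Without the flower library labelled Eq6, the quasi-likelihood test called 573 transcripts, 463 of them higher in equatorial and 110 in subtropical flowers, and the distance between sites exceeded that within sites by 2.11. With any of the other 5 flower libraries left out, this test called 0, with between 957 and 1670 transcripts at an unadjusted p under 0.05, and the difference in distance ran from -0.14 (without St2) to 0.553 (without St4). Of 21 transcripts counted in every subtropical and no equatorial leaf and stem library, the library labelled Eq6 counts 20 and the flower libraries labelled Eq4 and Eq5 count 0.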

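The quasi-likelihood test called 56 DETs among 28243 transcripts tested in leaves and 78 among 34269 in stems, where 3693 and 3093 transcripts had an unadjusted p under 0.05. The setting that moved these counts most was the exact test with a common dispersion for all transcripts (1480 and 1153). The exact test with a dispersion per transcript called 966 in leaves and 571 in stems, and DESeq2 called 1140 and 617. Each of the 56 leaf and 78 stem DETs of the quasi-likelihood test was also called by both of these. The counts moved with single libraries. In leaves, the quasi-likelihood test called 17 transcripts without tree Eq4, 10 without Eq5, 105 without Eq6, 4 without St1, 3 without St2 and 0 without St4, where 3622 had an unadjusted p under 0.05. In stems, it called 0 without Eq4, where 3268 had an unadjusted p under 0.05, 5 without Eq5, 87 without Eq6, 11 without St1, 20 without St2 and 10 without St4. The largest changes among the DETs whose libraries did not overlap between sites belong to transcripts for which Tables S11 to S13 give no gene name, most of them counted at 1 site only. As_36229 stood at 44.2 ± 5.60 CPM in equatorial leaves and 0 in subtropical leaves, at least 446-fold higher (adjusted p = 0.00631), with 3 counts over the 3 libraries of the empty site as the floor. It passed the threshold in each fit with 1 tree left out except the one without St4 (adjusted p = 0.0646). In stems it was at 58.4 ± 16.4 CPM and 0 (adjusted p = 0.0146), and lost the threshold without Eq4 (0.0546) and without Eq5 (0.0518). As_24677, at 28.0 ± 18.1 CPM in equatorial leaves and 0 in subtropical leaves (adjusted p = 0.0409), kept the threshold only without Eq6, with adjusted p from 0.0599 to 0.155 in the other 5 fits. Higher in subtropical leaves were As_33242, at 0 and 11.2 ± 1.76 CPM (adjusted p = 0.0275, 0.112 without St1, 0.110 without St2 and 0.130 without St4), and non_cod_As_24219, at 0 and 8.74 ± 1.91 CPM (adjusted p = 0.0300, past the threshold only without Eq6 and up to 0.149 otherwise). In stems, As_327 was at 37.3 ± 9.96 CPM at the equatorial site and 0 at the subtropical site (adjusted p = 0.0146, 0.0732 without Eq4 and 0.0518 without Eq5). As_24225 was at 0 and 88.5 ± 45.9 CPM, at least 1181-fold higher in subtropical stems (adjusted p = 0.0226, past the threshold without Eq6 or St2 and up to 0.0994 without another tree). In the same tissue, non_cod_As_30642 was at 0.183 ± 0.206 and 458 ± 230.5 CPM, a log2 fold change of 11.44 (standard error 0.87, adjusted p = 0.0146, 0.0746 without Eq4, 0.0518 without Eq5 and 0.0528 without St4).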

Among the total 2,741 DETs, 1,150 (41.91%) were putative protein-coding transcripts.

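The leaf and stem DETs of the quasi-likelihood test sum to 134, of which 91 (67.9%) are named as coding, while 73.4% of the transcripts tested are. Since 22 transcripts were called in both tissues, the sum holds 112 distinct transcripts, 77 of them coding. There were 39 coding DETs in leaves and 52 in stems. Leaving out Eq4, Eq5, Eq6, St1, St2 or St4 gave 14, 7, 82, 4, 3 and 0 coding DETs in leaves and 0, 5, 60, 10, 19 and 9 in stems. In 20 of the leaf DETs (35.7%) and 23 of the stem DETs (29.5%), all 3 libraries of one site had 0 counts.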

The assignment of transcripts to GO terms was possible for 25,184 (83.31%) of the 30,227 putative protein-coding sequences, allowing GO enrichment analyses. Analyses were conducted separately for leaves and stems and for each of the following two sets of DETs: one showing higher expression levels in equatorial than in subtropical samples (which we refer to as “DET-Eq”) and the other showing higher abundance in subtropical than in equatorial samples (which are refer to as “DET-St”). 

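By the quasi-likelihood test, DET-Eq held 28 transcripts in leaves and 29 in stems, and DET-St held 28 and 49. By the exact test, the leaf sets were 567 (DET-Eq) and 399 (DET-St) and the stem sets 213 and 358, so that DET-Eq was the larger set in leaves and DET-St in stems. Transcripts called in both tissues by the quasi-likelihood test were all changed in the same direction. Across the 27188 transcripts tested in both tissues, which are not independent replicates, the log2 fold changes of leaves and stems had a Pearson correlation of 0.546. Leaf and stem libraries come from the same trees, and the other 9 splits of the trees into 3 and 3 gave correlations between 0.0648 and 0.536. When Eq4, Eq5, Eq6, St1, St2 or St4 was left out, DET-Eq by the quasi-likelihood test held 10, 7, 63, 3, 3 and 0 transcripts in leaves and 0, 2, 34, 6, 6 and 5 in stems. DET-St then held 7, 3, 42, 1, 0 and 0 in leaves and 0, 3, 53, 5, 14 and 5 in stems.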

We focused on the biological processes associated with key aspects of the responses to contrasting climate conditions between the equatorial and subtropical sites (Table 1, Supplementary Information Fig. S1). The enriched processes among the DET sets included photosynthesis; cell wall biosynthesis; and plant responses to ultraviolet radiation (UV), temperature stimulus and water stress (Supplementary Information Tables S7–S11, Supplementary Information Fig. S6i–l).

#### Photosynthesis

Among the DET-St set, we observed various putative genes participating in the biosynthesis of the photosynthetic apparatus, chlorophyll and photoreceptors; the function of electron transporters and chloroplast movement coordination. 

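Table S11 lists 9 transcripts under photosynthesis, counting a transcript once per tissue, and the 9 were all higher in subtropical samples, with a median log2 fold change of 1.51 and a range from 1.14 to 2.50. In each of them the 3 subtropical libraries lay above the 3 equatorial ones. Chance parts the libraries of the sites, in one direction or the other, for 10% of transcripts not chosen by their difference, whereas the study chose these by their difference in the same libraries. None passed the threshold of the quasi-likelihood test (adjusted p from 0.0664 to 0.261), although all 9 had an unadjusted p under 0.05, and the exact test and DESeq2 each called all 9. The transcript similar to the photoreceptor phototropin 2 (As_13960) was at 196 ± 82.3 CPM in equatorial and 557 ± 65.1 CPM in subtropical leaves, a log2 fold change of 1.51 (standard error 0.37, adjusted p = 0.169). Under chlorophyll biosynthesis, 6 transcripts were higher in subtropical samples, with a median of 2.76, and libraries did not overlap between sites in 5 of them. Of these, the quasi-likelihood test called 1, named here after its values were seen. As_19328 (similar to IPP1) was in stems at 4.47 ± 0.149 CPM at the equatorial and 104 ± 27.7 CPM at the subtropical site (log2 fold change 4.54, standard error 0.27, adjusted p = 0.0105, with 0.0569 without Eq4 and a value under 0.05 without any other tree). The largest fold change printed in the table under that heading belongs to As_26117 (similar to CLA1), with counts of 289, 30 and 34 in the stems of St1, St2 and St4 and none in equatorial stems, at least 120.2-fold higher against a floor of 3 counts over the site (adjusted p = 0.236).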

Contrastingly, the DET-Eq set showed enrichment of transcripts similar to proteins required for disassembling the light-harvesting complex of photosystem II in thylakoid membranes^55^ (Supplementary Information Table S11).

#### Cell wall biosynthesis

Transcripts similar to those encoding 33 distinct proteins and transcription factors that play central roles in the biosynthesis and deposition of cell wall components, such as cellulose, hemicellulose, lignin and pectin, were identified in DET-Eq (Supplementary Information Table S10).

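In Table S11, the 33 proteins under cell wall biosynthesis correspond to 36 transcripts, counting a transcript once per tissue, 33 of them in leaves. Each was higher in equatorial samples (median log2 fold change -2.71, also with the 3 transcripts that subtropical libraries do not count set to their lower bound). The 3 equatorial libraries lay above the 3 subtropical ones in 35 of the 36. As the study picked them as DETs on these libraries, the 10% of unselected transcripts whose sites chance parts, in either direction, is no measure for them. The filter on low counts kept 25 of them, the exact test called all 25 of these, DESeq2 called 33 of the 36 without that filter, and the quasi-likelihood test called 0 of the 25 (adjusted p from 0.0564 to 0.328). Fitted without a filter, the other 11 had adjusted p from 0.203 to 0.282, and the unadjusted p was under 0.05 in all 36. The largest fold change printed under this heading is that of As_3499 (similar to GAUT12), with 27, 2 and 31 counts in the leaves of Eq4, Eq5 and Eq6 and 0 in subtropical leaves, at least 17.2-fold higher. Cellulose synthase subunits of secondary walls, chosen after their values were seen, differed between the equatorial trees. As_17083 (similar to CESA4) had 263, 22 and 231 counts in Eq4, Eq5 and Eq6 and between 16 and 26 in the subtropical leaves (log2 fold change -2.84, standard error 0.69, adjusted p = 0.168, with 0.0451 without Eq5 and from 0.183 to 0.393 without another tree). As_12790 (similar to CESA8) had 192, 28 and 198 counts, and As_14056 (similar to IRX3) had 156, 17 and 160. Of this list, 19 transcripts are far higher in stems than in leaves of subtropical trees. Scaled over all 18 libraries, their median was 5.54, 1.35 and 6.04 CPM in the leaves of Eq4, Eq5 and Eq6 and 0.342, 0.190 and 0.226 CPM in those of St1, St2 and St4. In the stems of Eq4, Eq5 and Eq6 it was 12.3, 21.2 and 145 CPM.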

#### Response to UV

Both the DET-St and DET-Eq sets showed enrichment of functions related to responses to UV radiation; however, the transcript annotations differed between these sets. 

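As_38172, similar to the plastid copper/zinc superoxide dismutase CSD2, was at 6.71 ± 5.34 CPM in equatorial leaves and 168 ± 40.4 CPM in subtropical leaves, a log2 fold change of 4.62 (standard error 0.56, adjusted p = 0.0341 from the quasi-likelihood test). In stems it was at 19.6 ± 5.53 and 94.6 ± 8.88 CPM, a log2 fold change of 2.27 (standard error 0.25, adjusted p = 0.0282). The leaf call held without Eq4 or Eq6 and was lost without Eq5 (adjusted p = 0.0987), St1 (0.124), St2 (0.134) or St4 (0.155). The stem call held only without Eq6, with adjusted p from 0.0974 (without Eq4) to 0.155 (without St1) in the other fits. The log2 fold change stayed between 2.09 and 2.49 in stems and between 4.29 and 5.53 (the latter without Eq4) in leaves. Similar to the cytosolic enzyme CSD1 are As_17209, at 75.1 ± 22.6 and 185 ± 48.7 CPM in leaves, and As_26546, at 101 ± 60.7 and 358 ± 123 CPM in leaves and 169 ± 52.6 and 598 ± 132 CPM in stems. Reads that fit both of these equally well are not in the counts. Their log2 fold changes were 1.30, 1.82 and 1.83, with adjusted p of 0.161, 0.205 and 0.109. As_15863, similar to the photosystem II repair protein PSB27, differed by 2.50 (standard error 0.40, adjusted p = 0.0664) between equatorial leaves, at 11.7 ± 4.89 CPM, and subtropical leaves, at 66.7 ± 23.7 CPM. Among enzymes of L-ascorbic acid biosynthesis, the transcripts similar to VTC2 (As_15617) and PMM (As_18774) were at 13.5 ± 2.16 and 3.64 ± 0.485 CPM in equatorial leaves and 58.1 ± 26.6 and 11.0 ± 0.464 CPM in subtropical leaves, log2 fold changes of 2.11 (standard error 0.35, adjusted p = 0.0711) and 1.58 (standard error 0.26, adjusted p = 0.0690). As_9876, similar to FAH1, which Table S11 lists under protection against UV, was at 0.699 ± 0.210 and 4.81 ± 2.09 CPM (log2 fold change 2.74, standard error 0.48, adjusted p = 0.0745). The exact test called each of these differences. Over the other tests and filters the adjusted p of PSB27 ran from 2.35e-06 to 0.0842 and that of FAH1 from 1.90e-04 to 0.105. Such ranges take in DESeq2, the exact test and changes of filter or scaling in the quasi-likelihood test. They leave out the exact test with a common dispersion and the fit over all 18 libraries.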

The DET-St set included putative UV-B protectants and genes involved in UV-B-induced antioxidant biosynthesis, such as plastid copper/zinc superoxide dismutases, photosystem II repair proteins, and L-ascorbic acid. In contrast, the DET-Eq set showed enrichment of transcripts associated with photo-oxidative damage reduction and the positive regulation of anthocyanin biosynthesis in response to UV. 

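Table S11 lists 6 transcripts of 5 proteins under anthocyanin biosynthesis, all in leaves and all higher at the equatorial site, with log2 fold changes from -2.96 to -1.32 and the equatorial libraries above the subtropical ones in each. The filter kept 4 of them, and the quasi-likelihood test called 0 of the 4 (adjusted p from 0.0931 to 0.212), against 4 for the exact test. Without a filter this test gave the other 2 adjusted p of 0.255 and 0.273. The unadjusted p was under 0.05 in all 6, of which DESeq2 called 4. The largest change printed there is that of As_13197, similar to the ligase 4CL2 of the phenylpropanoid pathway. It had 196, 14 and 40 counts in the leaves of Eq4, Eq5 and Eq6 and 4, 12 and 10 in those of St1, St2 and St4, a log2 fold change of -2.96 (standard error 0.83, adjusted p = 0.212) that came to -1.68 without Eq4. A pair of transcripts similar to the light-response factor HY5, singled out after their values were seen, changed alike, As_46493 by -1.70 (standard error 0.34, adjusted p = 0.109, with 0.0414 without Eq6 and from 0.217 to 0.324 without another tree) and As_36206 by -1.67 (standard error 0.32, adjusted p = 0.0931).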

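The transcript similar to the iron superoxide dismutase FSD2 (As_15772) was at 608 ± 29.8 CPM in equatorial and 223 ± 66.1 CPM in subtropical leaves, and at 200.2 ± 29.7 and 61.5 ± 15.7 CPM in stems. Its log2 fold change was -1.45 in leaves (standard error 0.28, adjusted p = 0.0983) and -1.70 in stems (standard error 0.26, adjusted p = 0.0678 from the quasi-likelihood test). With 1 tree left out it stayed between -1.71 and -1.30 in leaves and between -1.83 and -1.51 in stems. A pair of transcripts is similar to PDX2, an enzyme of pyridoxine (vitamin B6) biosynthesis. As_48360 was at 23.5 ± 8.01 and 5.85 ± 2.97 CPM in equatorial and subtropical leaves and at 9.81 ± 2.28 and 2.86 ± 0.917 CPM in stems, with log2 fold changes of -2.00 and -1.77 (standard errors 0.42 and 0.36). As_4337 was at 21.5 ± 7.58 and 7.70 ± 1.66 CPM in leaves, a log2 fold change of -1.47 (standard error 0.32). In each of these comparisons all 3 equatorial libraries lay above the subtropical ones. For PDX2 the adjusted p was 0.129, 0.167 and 0.138 by the quasi-likelihood test and ran from 0.00139 to 0.169, 0.00172 to 0.195 and 0.00767 to 0.187 over the other tests and filters.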

Antioxidants induced by UV irradiation^56^, such as putative iron superoxide dismutases and pyridoxine biosynthesis genes, were among the DET-Eq set (Supplementary Information Table S11).

#### Response to temperature

In the DET-St set, we observed putative genes presenting critical roles in chloroplast protein translation during cold acclimation and that provide tolerance to chilling temperatures^57,58^. There included transcripts similar to the *GLYCINE-RICH RNA-BINDING* (RZ1A), which has chaperone activity during cold acclimation^59^, and to the cold-inducible ATP-dependent *DNA HELICASE* ATSGS1, required for DNA damage-repair^60^. 

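As_16912, similar to RZ1A, was at 33.5 ± 4.85 CPM in equatorial and 68.1 ± 17.0 CPM in subtropical leaves, a log2 fold change of 1.02 (standard error 0.23). The helicase transcript (As_25244, similar to ATSGS1) was at 5.94 ± 0.418 CPM in equatorial and 14.7 ± 3.52 CPM in subtropical stems, a log2 fold change of 1.30 (standard error 0.26). In both, the subtropical libraries all lay above the equatorial ones. Neither passed the threshold of the quasi-likelihood test (adjusted p = 0.152 and 0.163), and the exact test called both (adjusted p = 0.0238 and 0.0291, with ranges from 0.0217 to 0.218 and from 0.00781 to 0.234 over the tests and filters). Under the response to cold, Table S11 lists 8 transcripts, with a median log2 fold change of 1.81 (also with the transcript that equatorial leaves do not count at its lower bound). The one with the largest printed change, As_26169 (similar to a malate dehydrogenase, MDH), had 30, 137 and 8 counts in the leaves of St1, St2 and St4 and 0 in equatorial leaves, at least 57.2-fold higher. The filter on low counts removes it.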

Interestingly, DET-St included a putative *AGAMOUS-LIKE 24* (AGL24) transcription factor that is involved in the vernalization-induced floral transition^61^. 

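The transcript similar to AGL24 (As_10296) rests on few counts in stems. It had 0, 2 and 2 in the stems of Eq4, Eq5 and Eq6 and 15, 31 and 9 in those of St1, St2 and St4, which is 0.109 ± 0.102 and 1.54 ± 1.19 CPM. The filter on low counts of the quasi-likelihood test removes it. Without a filter its log2 fold change was 3.74 (standard error 1.00, adjusted p = 0.400). DESeq2 gave an adjusted p of 0.0569, and the exact test with more than 1 CPM in at least 2 libraries, a setting chosen after the data were seen, gave 0.0181.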

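Among heat shock proteins, As_11099 and As_24319, both similar to HSP17.6II, were at 141 ± 52.6 and 269.8 ± 114 CPM in equatorial leaves and 43.1 ± 20.0 and 95.7 ± 47.1 CPM in subtropical leaves, with log2 fold changes of -1.71 and -1.49 (standard errors 0.41 and 0.43, adjusted p = 0.167 and 0.218). As_12732, similar to HSP17.4, was at 47.7 ± 22.3 CPM in equatorial and 15.1 ± 6.96 CPM in subtropical stems (log2 fold change -1.66, standard error 0.43, adjusted p = 0.311). A pair of transcripts similar to HSP101 had 61, 16 and 191 counts (As_23151) and 35, 9 and 88 counts (As_23412) in the leaves of Eq4, Eq5 and Eq6, so that tree Eq6 held most of them, and at most 11 counts in a subtropical leaf. The log2 fold change of As_23151 was -3.27 (standard error 0.82, adjusted p = 0.174) and -1.98 without Eq6. As_43445 (similar to HSP70) had 3, 11 and 58 counts in equatorial stems and 0 in subtropical stems, at least 21.2-fold higher. The filter on low counts removes it and As_23412. AT3G53990 is the best match of As_20859, at 53.6 ± 13.8 CPM in equatorial and 22.5 ± 6.14 CPM in subtropical stems, a log2 fold change of -1.25 (standard error 0.29, adjusted p = 0.236). Each transcript named here was higher in all 3 equatorial libraries than in the subtropical ones. DESeq2 called all of them, and the exact test called the 5 that the filter keeps.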

Contrastingly, various transcripts similar to heat shock-inducible chaperones and to *ADENINE NUCLEOTIDE ALPHA HYDROLASE-LIKE* (AT3G53990), involved in chaperone-mediated protein folding^62^, were among the DET-Eq set, potentially enhancing tolerance to heat in equatorial plants. Additionally, a transcript similar to the *ETHYLENE-RESPONSIVE ELEMENT BINDING* (RAP2.3), which confers resistance to heat and hydrogen peroxide^63^, was observed in this group (Supplementary Information Table S11).

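As_38607, similar to RAP2.3, was at 8.95 ± 3.41 CPM in equatorial stems and 1.78 ± 1.27 CPM in subtropical stems, with 172, 53 and 149 counts in Eq4, Eq5 and Eq6 and 13, 12 and 48 in St1, St2 and St4. The log2 fold change was -2.31 (standard error 0.56), and between -3.09 and -2.01 with 1 tree left out. The adjusted p was 0.273 by the quasi-likelihood test and ran from 0.00994 to 0.326 over the other tests and filters.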

#### Response to water stress

Transcripts associated with the response and tolerance to water deficits and with cellular ion homeostasis and osmotic adjustment were enriched among DET-Eq; for instance, a transcript similar to the *ETHYLENE-RESPONSIVE TRANSCRIPTION FACTOR* (RAP2.4), which regulates the expression of several drought-responsive genes, including aquaporins^64,65^. Accordingly, the putative aquaporin *PLASMA MEMBRANE INTRINSIC (*PIP1;4)^66^ was found in this set. 

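Supplementary tables pair RAP2.4 with different transcripts. As_11218, listed in Table S11, was at 379.9 ± 38.6 CPM in equatorial and 128 ± 24.4 CPM in subtropical leaves, a log2 fold change of -1.57 (standard error 0.23, and between -1.74 and -1.45 with 1 tree left out). Its adjusted p was 0.0564 by the quasi-likelihood test and ran from 1.20e-07 to 0.0711 over the other tests and filters. As_15910, listed in Table S13 beside a polymorphic site, was at 2.26 ± 0.249 and 1.62 ± 0.229 CPM in leaves and 14.8 ± 9.82 and 6.65 ± 1.78 CPM in stems, with log2 fold changes of -0.48 (standard error 0.37, adjusted p = 0.640) and -1.16 (standard error 0.48, adjusted p = 0.541). Neither the exact test nor DESeq2 called it. In stems this rested on Eq4, without which the log2 fold change was -0.47. Table S11 lists 4 transcripts under response to water deficit, with a median log2 fold change of -1.82.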

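A pair of leaf transcripts is similar to PIP1;4. The abundant one, As_44068, was at 593 ± 329.7 CPM in equatorial and 188 ± 32.0 CPM in subtropical leaves, a log2 fold change of -1.66 (standard error 0.42). As_20592 was at 6.25 ± 3.99 and 0.922 ± 0.404 CPM, a log2 fold change of -2.75 (standard error 0.64). All 3 equatorial leaf libraries lay above the subtropical ones in both. The adjusted p was 0.180 and 0.160 by the quasi-likelihood test and ran from 0.00580 to 0.232 and from 0.00514 to 0.213 over the other tests and filters. Aquaporins are a multigene family, and reads shared between members are left out of the counts.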

In DET-Eq, we observed putative genes participating in the synthesis of raffinose, an osmoprotective soluble trisaccharide^67^, as well as transcripts similar to osmosensitive ion channels belonging to the *EARLY-RESPONSIVE TO DEHYDRATION STRESS FAMILY*. 

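For raffinose synthesis, Table S11 pairs 4 leaf transcripts with enzymes. As_13564 (similar to the galactinol synthase GolS1) had a log2 fold change of -3.86 (standard error 0.86), As_11264 (similar to RFS4) of -3.47 (standard error 0.85, and -2.08 without Eq5), As_13250 (similar to SIP1) of -2.80 (standard error 0.84) and As_44184 (similar to SIP2) of -1.20 (standard error 0.26). The equatorial trees were unequal. RFS4 had 90, 226 and 32 counts in Eq4, Eq5 and Eq6, and SIP1 had 189, 120 and 14, the last of which lies within the range of the subtropical leaves (10, 25 and 10). By the quasi-likelihood test the adjusted p was 0.143 for GolS1, 0.171 for RFS4, 0.235 for SIP1 (with 0.0354 without Eq6 and from 0.379 to 0.461 without another tree) and 0.135 for SIP2, and DESeq2 and the exact test called all 4. Of the early-responsive to dehydration family, As_27360 (similar to AT3G21620) had 116 counts over the equatorial leaves and 1 over the subtropical leaves, a ratio of 109 after scaling (95% counting interval 19.2 to 4340.0, Clopper-Pearson), with an adjusted p of 0.0560. This was 0.0414 without Eq6 and from 0.130 to 0.225 without another tree. In stems it was at 6.07 ± 2.97 and 1.20 ± 0.398 CPM (log2 fold change -2.34, standard error 0.49, adjusted p = 0.173). As_2569 (similar to ERD4) had 30, 6 and 18 counts in equatorial leaves and 1, 2 and 2 in subtropical leaves and is removed by the filter on low counts.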

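As_30027, similar to the anion channel SLAH3, had 22, 29 and 28 counts in the leaves of Eq4, Eq5 and Eq6 and 4, 10 and 5 in those of St1, St2 and St4. Its log2 fold change was -2.05 (standard error 0.52), with an adjusted p of 0.175 by the quasi-likelihood test, 0.0670 by DESeq2 and 0.0209 by the exact test (from 0.0209 to 0.269 over the other tests and filters). As_19228, similar to NCED3, an enzyme of abscisic acid synthesis, was at 75.3 ± 22.4 CPM in equatorial and 11.8 ± 6.13 CPM in subtropical leaves. Its log2 fold change of -2.67 (standard error 0.43) stayed between -3.11 and -2.33 with 1 tree left out. Its adjusted p was 0.0664 by the quasi-likelihood test and ran from 1.54e-06 to 0.0842 over the other tests and filters. All equatorial leaf libraries lay above all subtropical ones for both transcripts.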

Correspondingly, we observed an ion channel, *SLAC1 HOMOLOGUE 3* (SLAH3), required for stomatal closure induced by drought stress^68^, and the putative *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 3* (NCED3), which increases plant resistance to water deficits through the accumulation of abscisic acid (ABA), leading to stomatal closure. 

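A pair of transcripts is similar to AT3G08860 in Table S11, both in stems. As_46832 had 49, 60 and 64 counts in the stems of Eq4, Eq5 and Eq6 and 2, 1 and 1 in those of St1, St2 and St4, a log2 fold change of -5.32 (standard error 0.54, adjusted p = 0.0239 from the quasi-likelihood test). With 1 tree left out the log2 fold change stayed between -5.69 and -5.05, but the call was kept only without Eq6, and the adjusted p was 0.0863 without Eq4, 0.0852 without Eq5, 0.121 without St1, 0.0975 without St2 and 0.123 without St4. As_31165 had 5, 13 and 30 counts in equatorial stems and 0 in subtropical stems, at least 15.2-fold higher, and is removed by the filter on low counts.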

Possibly as a consequence of decreased stomatal conductance, a transcript similar to the photorespiration gene, *ALANINE-GLYOXYLATE AMINOTRANSFERASE 2 HOMOLOG 3* (AT3G08860)^69^, was also observed in DET-Eq (Supplementary Information Table S11).

We confirmed the results obtained from RNA-Seq data computational analyses by qRT-PCR using ten DETs from leaf samples (Supplementary Information Fig. S7, Table S12, Supplementary Note).

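In the counts of the leaf libraries, the 10 targets of Table S12 all changed in the direction that the table prints, 5 of them higher in subtropical and 5 in equatorial leaves. In each, the 3 libraries of one site lay above the 3 of the other. The study picked these targets as DETs on the same libraries, so neither result is independent evidence or bears on the qRT-PCR. For the targets higher in subtropical leaves, CPM per library ran from 0 to 0.369 at the equatorial and 5.81 to 6.96 at the subtropical site for DNAJ (As_26086), from 0 to 0.762 and 4.35 to 7.26 for CAO (As_12775) and from 105 to 162 and 329 to 493 for PSAO (As_26420). Among those higher in equatorial leaves, LAC4 (As_15146) ran from 3.56 to 31.7 at the equatorial and 0.438 to 1.24 at the subtropical site, GOLS (As_13564) from 26.9 to 215 and 3.15 to 14.3 and PEROX (As_19837) from 4.57 to 24.5 and 1.74 to 3.73. The lowest equatorial value of LAC4 and PEROX was in Eq5. The log2 fold change was 5.59 for DNAJ (standard error 0.84, adjusted p = 0.0569), 4.07 for CAO (standard error 0.79, adjusted p = 0.0983), -4.40 for LAC4 (standard error 0.83, adjusted p = 0.0926) and -2.57 for PEROX (standard error 0.62, adjusted p = 0.168). The quasi-likelihood test called none of the 10, each with an unadjusted p under 0.05, and the exact test and DESeq2 called all of them. DNAJ passed the threshold without Eq6 only (adjusted p = 0.0290, and up to 0.223 without another tree). The equatorial leaves left in that fit have 0 counts of DNAJ, so its log2 fold change there has no upper bound and is not given. LAC4 passed the threshold without Eq5 only (adjusted p = 0.0451, and up to 0.301 without another tree). Values of the qRT-PCR itself are not analysed here.

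**Figure D2:**
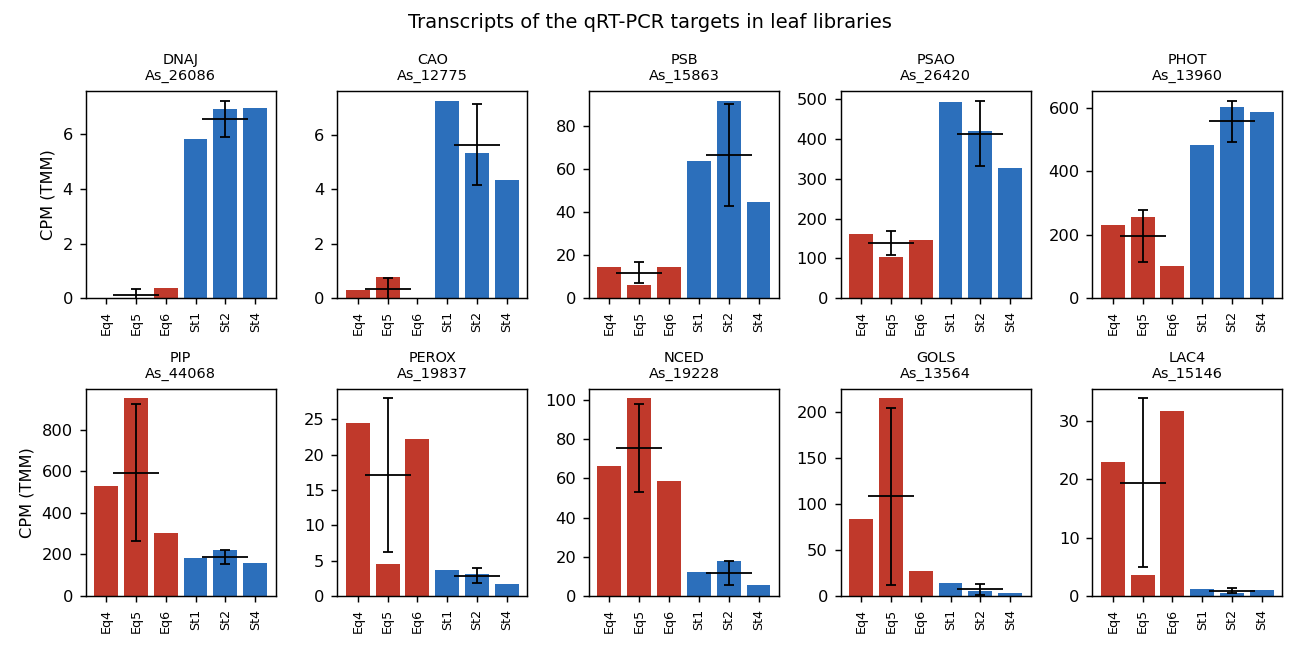
Abundance (y axis, CPM of TMM-scaled libraries, each panel from 0) of the transcripts of the 10 qRT-PCR targets in the leaf library of each tree, with equatorial trees in red and subtropical trees in blue. Black marks are the mean ± SD of the 3 trees of a site. In DNAJ, the equatorial bars reach at most 0.369 CPM and the lowest subtropical bar is 5.81 CPM.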

### Detection of SNPs with signs of selection

RNA-Seq enabled the assembly of a reference transcriptome and the identification of biological processes influenced by the environmental divergence over the South American coastline. To complement these analyses, as one cannot disentangle the effects of plasticity and adaptive selection in the differential expression^70,71^, we searched for gene sequence variations among trees sampled along the Atlantic coast of South America (Fig. 1, Supplementary Information Table S2). After quality filtering of the sequenced data, we selected 77 individuals without evidence of interspecific hybridization with *A. germinans* for downstream analyses. We identified a set of 6,170 high-quality unlinked biallelic SNP loci with a minor allele frequency ≥0.05 and ≥8x coverage. The overall genetic structure of genome-wide SNPs corroborated the results of a previous study based on putatively neutral loci^22^, dividing the species into two populations: north and south of the northeast extremity of South America (Fig. 5).

**Figure 5:**
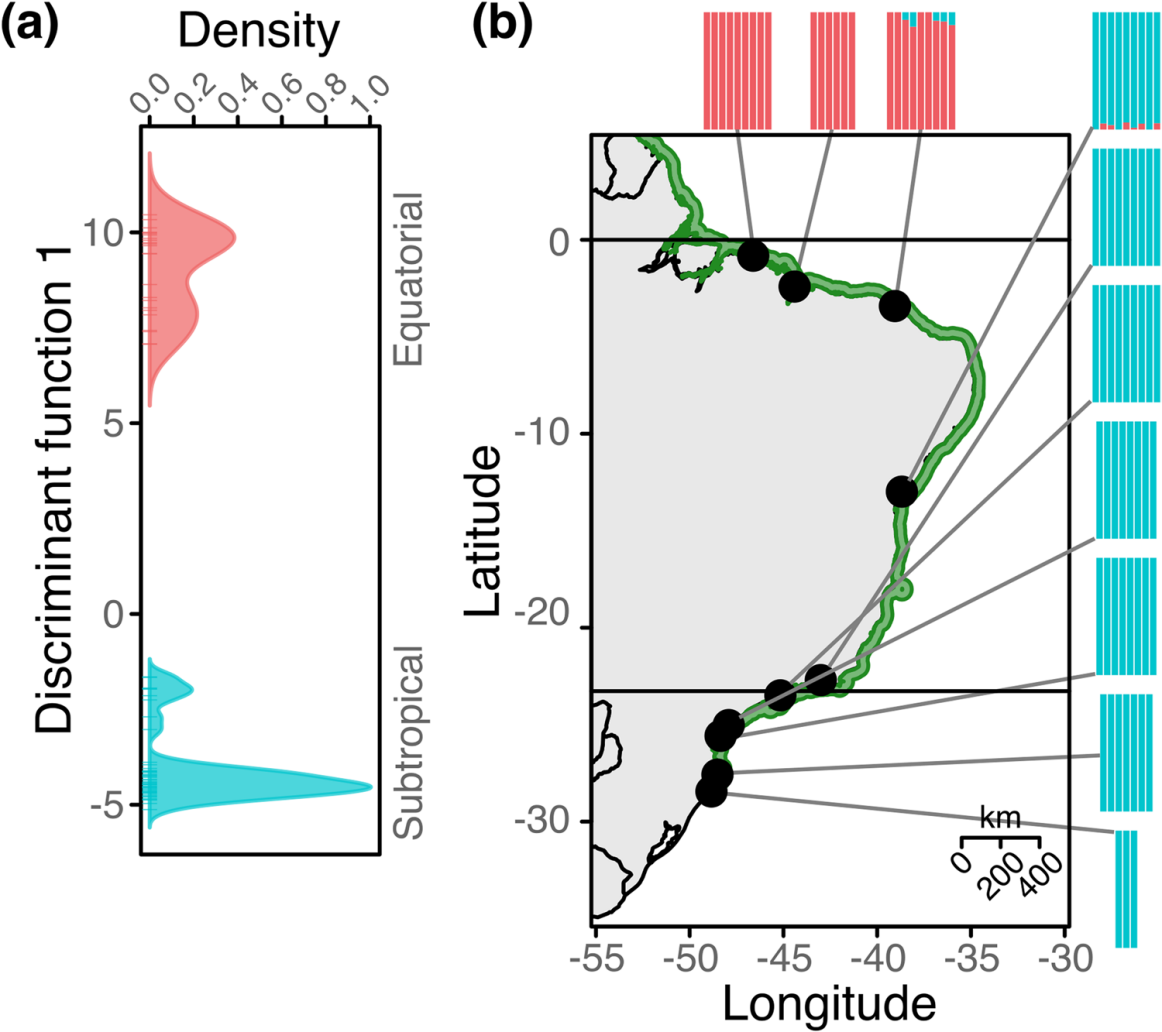
Population structure of *A. schaueriana* inferred from genome-wide genotyping of single nucleotide polymorphic (SNP) loci. (**a**) Density of individuals on the first retained discriminant function, calculated using a multivariate method, the discriminant analysis of principal components (DAPC); different colors represent inferred populations; (**b**) map showing the distribution of the species (green-shaded area), the geographical location of sampling sites (points) and barplots in which each color denotes an ancestral cluster and each bar represents an individual as inferred by the model-based method implemented in Admixture 1.3.0.

We observed 122 loci showing considerable departures from neutral expectations of interpopulational divergence, as conservatively detected^72^ by pcadapt and LOSITAN. Fifteen of these loci aligned to *A. schaueriana* transcripts that were similar to gene models in *A. thaliana* and *S. indicum* (Supplementary Information Table S13), enabling screening for their potential functional roles. However, five reference proteins did not have informative functions described for the model plant, hindering functional inferences. Conversely, among the remaining annotated candidates, we found five putative genes involved in processes related to contrasting equatorial and subtropical environmental variables (Fig. 6). One candidate locus was detected in the putative transcription factor *RAP2.4*, which is induced in response to water and salt stress^64^ and regulates the expression of aquaporins^65^. Two other candidates showed similarity to the transcription factors *ZINC-FINGER PROTEIN 1* (ZFN1), involved in the regulation of the expression of several water stress genes^73^, and the *HYPOXIA RESPONSE ATTENUATOR* (HRA1), which is strongly induced in response to low oxygen levels^74^. A putative *UDP GLUCOSYL TRANSFERASE*, an enzyme that catalyzes the final step of anthocyanin biosynthesis wherein pigmentation is produced^75^, also showed evidence of positive selection. Additionally, one candidate locus was in a transcript similar to that of the *TETRATRICOPEPTIDE REPEAT* gene (AT2G20710, TPR), which might play a role in the biogenesis of the photosynthetic apparatus^76^.

**Figure 6:**
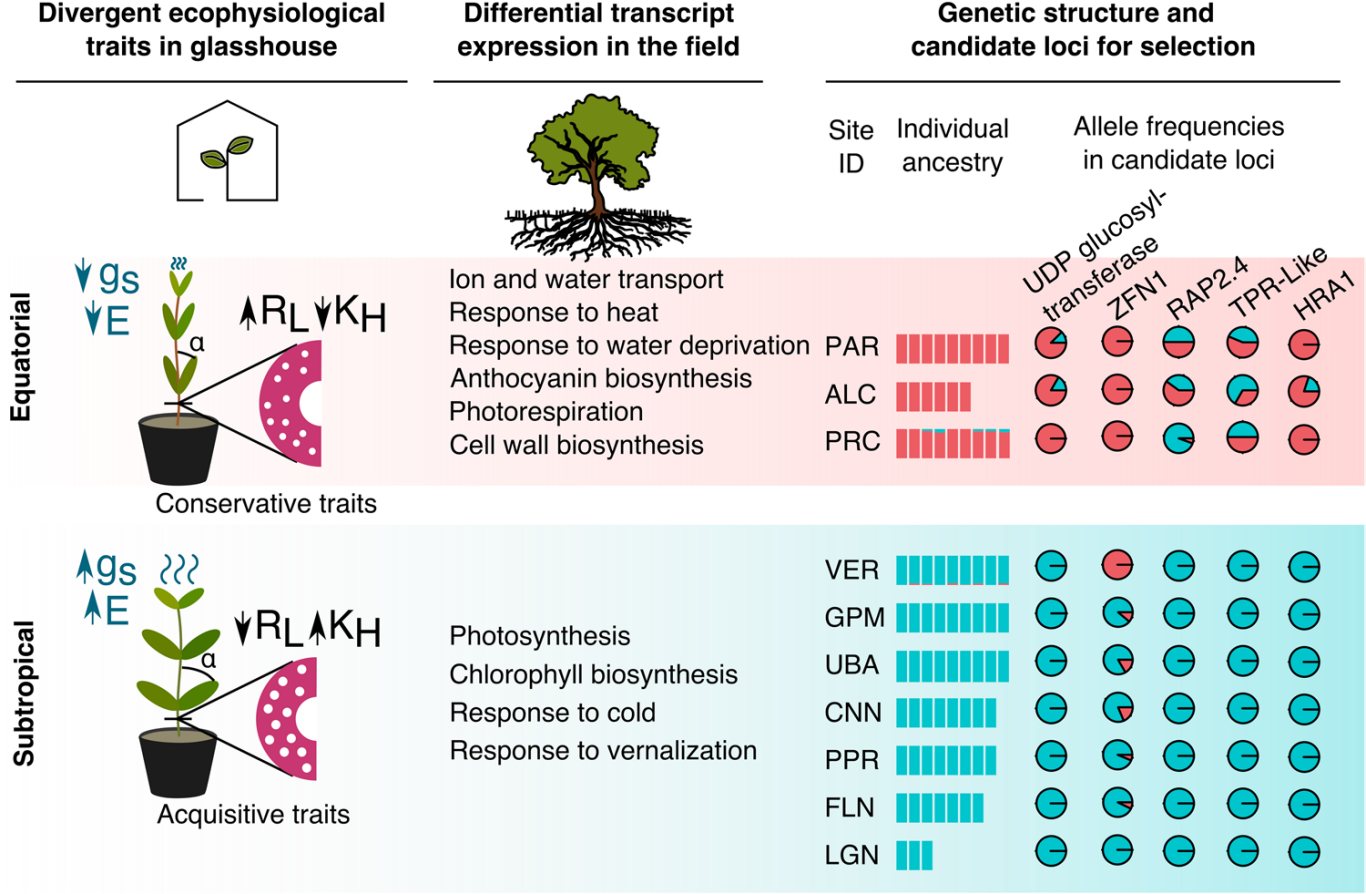
Graphical summary of results from ecophysiological and molecular approaches performed in this work. Under homogeneous conditions, plants from contrasting latitudes showed key divergences related to the use of water and to the acquisition of carbohydrates in ecophysiological traits. Differences associated with the response to contrasting environmental conditions were detected in transcript expression levels of trees sampled in their natural habitats. Additionally, a north-south genetic divergence was observed in 77 trees sampled along the latitudinal gradient using genotypic data from over 6 thousand polymorphic loci. We also identified signatures of differential selective pressures on specific loci associated with the accumulation of anthocyanins (UDP-GLUCOSYLTRANSFERASE), with photosynthesis (TPR), and with the response to osmotic stress (RAP2.4 and ZFN1) and to hypoxia (HRA1). Our results suggest that the establishment success of propagules over the latitudinal gradient of the Atlantic coast of South America may play a role in shaping the diversity of genotypes and phenotypes in the widespread mangrove *Avicennia schaueriana*. E: transpiration rate; g_S_: stomatal conductance; R_L_: xylem vessel lumen resistivity; K_H_: xylem vessel conductivity.

## Discussion

In this study, we integrated genomic and ecophysiological approaches to investigate the foundations of adaptive variations in a dominant tree from the Atlantic coast of South America. We tested the hypothesis that latitudinal variations in climate regimens shape genetic and phenotypic variation involved in resource-use strategies in widespread coastal trees, using the mangrove *Avicennia schaueriana* as a model. Overall, our results supported this hypothesis. Using a common garden experiment, we detected differences between plants from contrasting latitudes in key ecophysiological traits involved in carbon and water balances, indicating the heritability of trait divergence. Accordingly, transcriptomic changes between plants sampled in contrasting latitudes showed enrichment in processes associated with central aspects of the environmental divergence across latitudes, such as responses to temperature, solar radiation, water deficit, photosynthesis and cell wall biosynthesis. The relevance of these biological processes in the field was corroborated by the identification of SNP loci with signs of selection present within putative coding transcripts similar to genes involved in responses to osmotic stress, accumulation of anthocyanins and photosynthesis, unveiling a genetic basis for environmental adaptation. Figure 6 summarizes the integration of three independent approaches that converge to suggest population adaptation to contrasting environments over the species range.

### Evidence of a conservative resource-use strategy in the equatorial population of *A. schaueriana*

Traits exhibited by equatorial plants compared to subtropical plants during the common garden experiment, such as a smaller leaf size and angle, higher levels of red light-reflecting pigments, narrower vessels and lower rates of stomatal conductance, limit carbon acquisition^77^ and may have imposed constraints on carbon gain in equatorial plants. Accordingly, these plants also accumulated less biomass than subtropical plants. Despite causing limitations in growth, these characteristics allow plants to maintain suitable leaf temperatures for photosynthesis while reducing the risk of cavitation, UV exposure and water loss through the minimization of evaporative cooling^77^. Given the relevance of these traits to water and carbon balances, especially in high-salinity environments, the prevalence of more conservative resource-use traits among equatorial samples in the common garden experiment suggested selection favoring drought tolerance, likely being advantageous during hot and dry seasons in equatorial wetlands (August-December). These seasons frequently present a combination of stressful conditions, including high UV exposure, highly fluctuating soil salinity resulting from a wide daily tidal range, and a high vapor pressure deficit (VPD) resulting from high temperature (>30 °C) and an air humidity below 60%. Accordingly, equatorial plants also showed lower transpiration rates than subtropical plants in the common garden. Additionally, 63% of the six-month-old equatorial plants flowered from July-August in the common garden, whereas subtropical plants did not flower. This period is consistent with phenological observations reported for *A. schaueriana* in both equatorial^78^ and southern subtropical forests^79^, and could indicate a genetic basis for the observed variation. Early flowering is a phenotype with complex genetic components, rarely studied in non-model organisms but renowned as an adaptive mechanism for maximizing the chances of reproduction under stressful environments^80^.

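Table S11 holds 119 transcripts over its headings, counting a transcript once per tissue (92 in leaves and 27 in stems), 90 of them printed as higher in equatorial and 29 as higher in subtropical samples. In the counts, all 119 changed in the printed direction, also with any 1 tree left out in the fits that kept them, and in 116 the libraries of the sites did not overlap, which chance gives for 10% of transcripts not chosen on these libraries. The quasi-likelihood test called 5 of them over all transcripts tested and 119 when adjusted over the list alone (with the 20 that the filter removes taken from the fit without a filter), which is not independent evidence, since the study chose the list on these samples. The exact test called 99, that is all that the filter keeps, and DESeq2 111. The 5, some named only after their values were seen, were CSD2 in leaves and stems, As_46832 (similar to AT3G08860) and As_19328 (similar to IPP1) in stems and As_19213 (similar to the mitochondrial NAD9) in leaves. The last was at 22.2 ± 5.98 CPM at the equatorial and 3.07 ± 0.947 CPM at the subtropical site (log2 fold change -2.85, standard error 0.34, adjusted p = 0.0341, with 0.0389 without Eq6 and from 0.0657 to 0.158 without another tree). Transcripts of the response to heat had a median log2 fold change of -2.01, those of ion and water transport of -2.55 and those of osmoregulation of -3.13, and all of these were higher at the equatorial site. The median for heat was the same with the 1 transcript that subtropical stems do not count at its lower bound.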

In their native environment, equatorial plants showed increased expression levels of putative heat-shock proteins, drought-induced ion transporters, aquaporins and genes that play central roles in stomatal closure and photorespiration compared to subtropical plants, likely contributing to heat and drought tolerance. These findings provided multiple lines of evidence of heat and water stress responses. Higher expression of aquaporins and genes involved in the accumulation of organic solutes may contribute to lowering the cellular water potential while improving drought tolerance in equatorial plants compared to subtropical plants^67,81^. Additionally, higher expression of several transcripts associated with secondary cell wall biosynthesis and thickening may enhance the rigidity of cells and reduce the risk of collapse during dehydration-rehydration cycles in equatorial trees^82^. Moreover, equatorial plants showed lower expression of several putative photosynthesis genes than subtropical plants. 

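Beside the photoreceptor and repair transcripts given with the results, As_26420 (similar to the photosystem I subunit PSAO) had a log2 fold change of 1.58 in leaves (standard error 0.27, adjusted p = 0.0735 from the quasi-likelihood test), between 1.41 and 1.73 with 1 tree left out. Chosen from Table S11 after their values were seen, As_16502 (similar to PSBO1) was at 48.5 ± 22.8 CPM in equatorial and 128 ± 16.7 CPM in subtropical leaves (log2 fold change 1.40, standard error 0.33, adjusted p = 0.160). As_27536 (similar to the ATP synthase subunit ATPD) was at 4.80 ± 2.10 and 13.1 ± 3.82 CPM (adjusted p = 0.202). As_25935 (similar to ABC4) was at 2.41 ± 0.900 and 13.3 ± 7.73 CPM in leaves and 0.853 ± 0.500 and 4.21 ± 0.965 CPM in stems (adjusted p = 0.143 and 0.261). These are relative abundances within each library. From the higher expression of putative heat-shock proteins, ion transporters induced by drought, aquaporins and genes of stomatal closure and photorespiration in equatorial plants, the paper proposes a contribution to their tolerance of heat and drought. It adds the lower expression of photosynthesis genes to these differences.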

In response to drought, high-light and heat stress plants minimize the photooxidative damage by reducing photosynthetic activity via repression of photosynthesis genes^83–86^. Remarkably, evidence of selection was detected in two putative transcription factors, *RAP2.4* and *ZFN1*, which play key roles in the regulation of osmotic stress-response^64,73^. These findings support the hypothesis that dry seasons marked by low rainfall and high VPD, which are caused by the combination of high temperatures and low air humidity^87^ in the equatorial region, induce a pivotal selective pressure for coastal trees populations.

### Evidence of an acquisitive resource-use strategy in the subtropical population of *A*. *schaueriana*

Subtropical plants showed higher stomatal conductance and transpiration rates, higher levels of green light-reflecting pigments, larger leaf area, wider leaf lamina angle and larger xylem vessel diameter than equatorial plants in the common garden experiment. These characteristics enhance light energy absorbance and carbon acquisition, at the expense of a higher cavitation risk^88,89^. Conversely, this apparent riskier strategy may compensate for seasonal declines in growth resulting from decreasing temperature, photoperiod and light quality at higher latitudes^90^. Although low temperatures reduce enzymatic activity^91^ and, thus, plant growth, the severity of low-temperature stress in the southernmost subtropical mangrove forests of the Americas is likely insufficient to favor the selection of freezing-tolerant adaptations, in contrast to results reported for mangroves at their northernmost edge on the Atlantic coast of the Americas^92^. At the southernmost limit of American mangrove forests, the minimum air temperature does not drop below 0 °C and remains within the expected mangrove physiological thresholds^93^. Additionally, the small population size of *A. schaueriana* at this location^27^ and the arrival of maladapted propagules from northerly populations likely reduce the potential strength of selection favoring cold-adaptive traits.

Corroborating the observed differences in morphophysiological traits, we found divergence at the molecular level that may also be related to the increasing amplitude of variation in photoperiod and light quality towards high latitudes. Plants optimize the use of light energy and adjust photosynthetic activity through the regulation of light-harvesting and photosystem-component genes^83^. Thus, the higher expression levels of transcripts associated with photosynthesis in subtropical than in equatorial plants may have facilitated the absorption of light energy in subtropical plants during winter. 

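Solar irradiance at the time of sampling, which Table S1 gives once per tree, was 2033 ± 650.4 kJ/m² at the equatorial trees (SD, n = 3) and 1900.4 ± 119 kJ/m² at the subtropical trees (SD, n = 3). The difference (exact two-sided permutation test, p = 0.8, where 3 trees against 3 cannot go below 0.1) was smaller than the spread among the equatorial trees, which ran from 1433.68 kJ/m² at Eq6 to 2724.54 kJ/m² at Eq5. Without Eq5, the equatorial mean of 1687 kJ/m² lay below the subtropical one (exact p = 0.5).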

Although solar irradiance levels were indistinguishable between sampling sites at the time of sampling, transcriptomic changes in putative UV-inducible antioxidant and photodamage repair genes suggest the use of distinct strategies to respond to differential seasonality in photoperiod and solar radiation levels between subtropical and equatorial latitudes. Notably, we observed signatures of selection in two transcripts, one showing similarity to a *UDP-GLUCOSYL TRANSFERASE*, a key enzyme in the anthocyanin biosynthesis pathway, and the other in a transcript similar to a TPR gene required for chlorophyll biosynthesis and for the biogenesis of the photosynthetic apparatus^76^. These results imply that solar radiation, in addition to VPD, may act as an environmental factor driving selection in *A. schaueriana*.

Although soil oxygen availability affects plant growth in intertidal areas, we did not focus our experiments on the relevance of hypoxia in shaping adaptive divergence in coastal wetlands^94^. However, evidence of selection was detected in a transcription factor highly induced by oxygen deprivation (HRA1)^74^. Additionally, the HRA1 putative homolog also showed 1.75-fold higher expression in subtropical leaves relative to that in equatorial leaves, even though sampling was conducted at low tide at both sites. 

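The transcript similar to HRA1 (As_48776) was at 2.06 ± 1.17 CPM in equatorial and 7.05 ± 1.08 CPM in subtropical leaves, with 32, 6 and 33 counts in Eq4, Eq5 and Eq6 and 57, 92 and 66 in St1, St2 and St4. This is a log2 fold change of 1.75 (standard error 0.48), or 3.35-fold. The adjusted p was 0.205 by the quasi-likelihood test, 0.0290 by the exact test and 0.0296 by DESeq2 (from 0.0279 to 0.276 over the other tests and filters). In stems, the log2 fold change was 1.37 (standard error 0.41, adjusted p = 0.380), and neither the exact test nor DESeq2 called it there (adjusted p from 0.142 to 0.466 over the other tests and filters).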

As tidal amplitude decreases with increasing latitude along the Atlantic coast of South America^95^ (Fig. 6), trees are exposed to increasing anoxia conditions southwards. These findings suggest that subtropical populations may have better stress preparedness for hypoxia than equatorial populations.

### Climate change and conservation implications

Our results provide compelling evidence that adaptations to contrasting seasonality in freshwater availability and solar radiation are involved in the organization of diversity of the dominant coastal tree *A. schaueriana*. The functional divergence described herein might differentially affect the sensitivity of northerly and southerly populations to a rapidly changing climate. It has been suggested that the southernmost mangrove forests in the Americas could expand poleward in the near future^96^. We expect that the observed acquisitive resource-use characteristics may indeed favor subtropical tree growth under increased CO_2_ concentrations, temperatures and rainfall, as predicted for this region by 2100^97^. However, great landward relocation of subtropical populations will be necessary for their persistence in the face of a rising sea level^98^ due to the narrowing of intertidal zones towards mid-latitude areas on the Atlantic coast of South America. Even though subtropical populations apparently show better preparedness for hypoxia than equatorial populations, this scenario is aggravated by the dense coastal occupation by urban and agricultural areas, which may preclude the landward migration of subtropical mangroves in South America. Contrastingly, equatorial populations frequently have wider plains that are potentially available for expansion and lower human occupation, but might be threatened by reduced rainfall and increased VPD during more intense El Niño-Southern Oscillation events^97^. Increased temperature will stimulate both respiration^99^ and photorespiration^100^ and may eventually offset benefits in carbon acquisition caused by increased CO_2_ concentrations^101^. The critical temperature threshold for photosynthesis may be overcome more frequently, possibly reducing carbon assimilation and productivity^102^. With a conservative resource-use strategy, further limitations in net carbon assimilation could, in extreme events, lead to biomass loss or tree mortality triggered by carbon starvation^103^. This scenario could be especially severe to the semiarid northeast South American coast, particularly in the face of intense human use of adjacent plains and decreasing trends in terrestrial freshwater availability and coastal freshwater input^104,105^.

Our results corroborate previous studies of marine species from the Northern Atlantic that associated limited north-south population connectivity with adaptation to latitudinal environmental dissimilarity^19–21^. As widespread trees distributed along the Atlantic coast of South America show an overlapping north-south organization of genetic variation^22–24^, we hypothesize that they may also show divergent adaptations to heterogeneous resource availability over their distribution ranges. Conservation efforts of coastal ecosystems should focus on resilient, habitat-forming species that give shelter and act as climate rescuers for several stress-sensitive species^106^. We recommend that populations of coastal trees occurring north and south from the northeast extremity of South America should warrant attention as distinct conservation management units^107^ for the long-term persistence of coastal biodiversity and the ecosystem services they provide.

## Conclusions

Studies on local adaptations in tropical trees are frequently limited by difficulties in implementing traditional approaches, such as reciprocal transplants, due to their long generation time and the lack of basic biological information, such as knowledge of their evolutionary history, reproductive mode and phenological patterns. Despite limitations, we provided integrated ecophysiological and genomic evidence that supports the hypothesis that seasonal environmental heterogeneity in solar radiation and freshwater availability may shape the variation of traits associated with resource-use in *A. schaueriana*, a widespread tree along the Atlantic coastline of South America. The non-neutral trait diversity revealed by the interdisciplinary approach used here provides a perspective into the molecular and phenotypic scales at which environmental selection may shape functional variation of this dominant species, on a continental scale. Integrating high-throughput sequencing and ecophysiological approaches, has shown to be a promising strategy in the study of adaptation in non-model, long-lived species. To provide more realistic predictions of how dominant coastal trees may respond to current global climate changes we encourage the development of further studies accounting for phenotypically^14^ and genetically^108^ informed distribution modeling. Since freshwater availability has been decreasing in coastal areas worldwide^104^, strongly compromising the productivity of coastal plants^105^, such studies should focus on biological variation involved in the balance between carbon gain and water loss. This knowledge can improve predictions on the future of ecosystems they form and generate key information for forest conservation and management efforts^14,109^. Without the realization and dissemination of such studies, the success of conservation plans for tropical forests and their potential to mitigate climate change will likely be seriously compromised.

## Supplementary information

Supplementary information

Supplementary information Table S7

Supplementary information Table S8

Supplementary information Table S9

Supplementary information Table S10

Supplementary information Table S11

Supplementary information Table S12

Supplementary information Table S13

Supplementary Dataset 1

Supplementary Dataset 2

## Data Availability

Expression data and sequences that support the findings have been deposited in GenBank with the primary accession code GSE116060. A Variant Call Format file and its complementary file, both required for all of the genome-wide SNP diversity analyses are provided as Supplementary Files (Supplementary Datasets 1, 2).

# Supplementary material for: Local adaptation of a dominant coastal tree to freshwater availability and solar radiation suggested by genomic and ecophysiological approaches
**Source:** Sci Rep. 2019 Dec 27;9:19936. doi: 10.1038/s41598-019-56469-w
**Supplement:** Supplementary file 1 — Supplementary information

***Scientific Reports* Supplementary information**

**Article title:** Local adaptation of a dominant coastal tree to freshwater availability and solar radiation suggested by genomic and ecophysiological approaches

**Authors:** Mariana Vargas Cruz, Gustavo Maruyama Mori, Caroline Signori Müller, Carla Cristina da Silva, Dong-Ha Oh, Maheshi Dassanayake, Maria Imaculada Zucchi, Rafael Silva Oliveira and Anete Pereira de Souza

The following Supplementary information is available for this article:

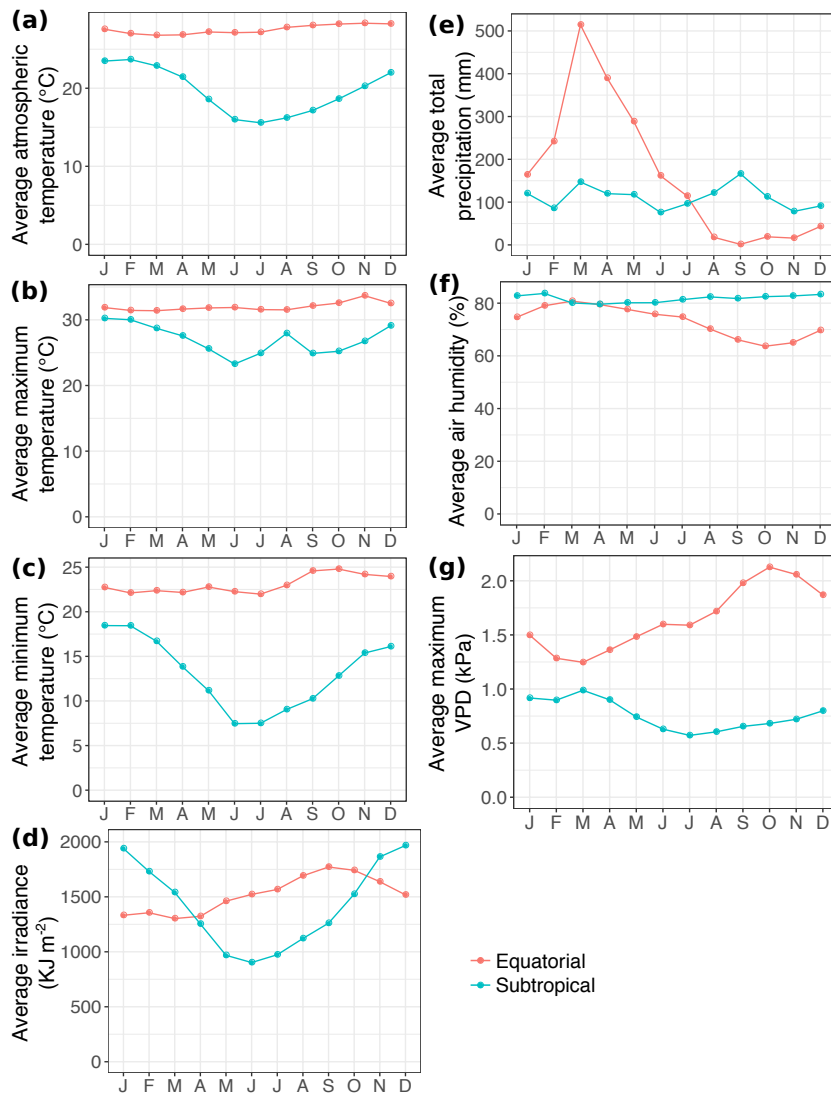

**Supplementary Fig. S1.** Climate characterisation of equatorial and subtropical sites. Lines represent the monthly means of climate variables (2008-2017). Red: equatorial site (Tracuateua automatic station); blue: subtropical site (Santa Marta automatic station). Source: Brazilian National Institute of Meteorology (INMET). (a) Average temperature; (b) average maximum temperature; (c) average minimum temperature; (d) average solar irradiance; (e) total precipitation; (f) average air humidity; (g) average air vapour pressure deficit (VPD).

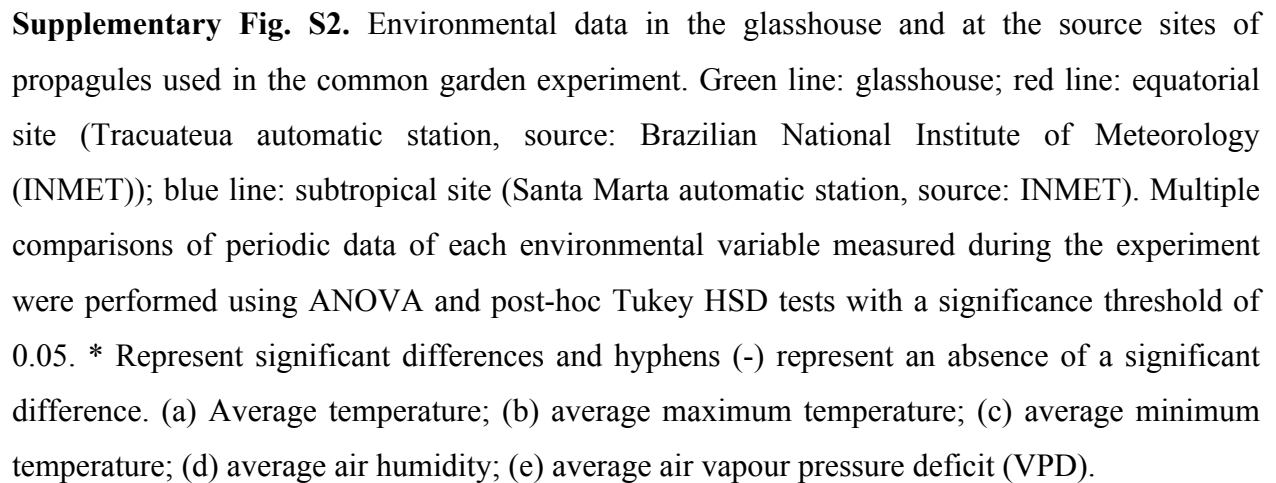

**Supplementary Fig. S2.** Environmental data in the glasshouse and at the source sites of propagules used in the common garden experiment. Green line: glasshouse; red line: equatorial site (Tracuateua automatic station, source: Brazilian National Institute of Meteorology (INMET)); blue line: subtropical site (Santa Marta automatic station, source: INMET). Multiple comparisons of periodic data of each environmental variable measured during the experiment were performed using ANOVA and post-hoc Tukey HSD tests with a significance threshold of 0.05. \* Represent significant differences and hyphens (-) represent an absence of a significant difference. (a) Average temperature; (b) average maximum temperature; (c) average minimum temperature; (d) average air humidity; (e) average air vapour pressure deficit (VPD).

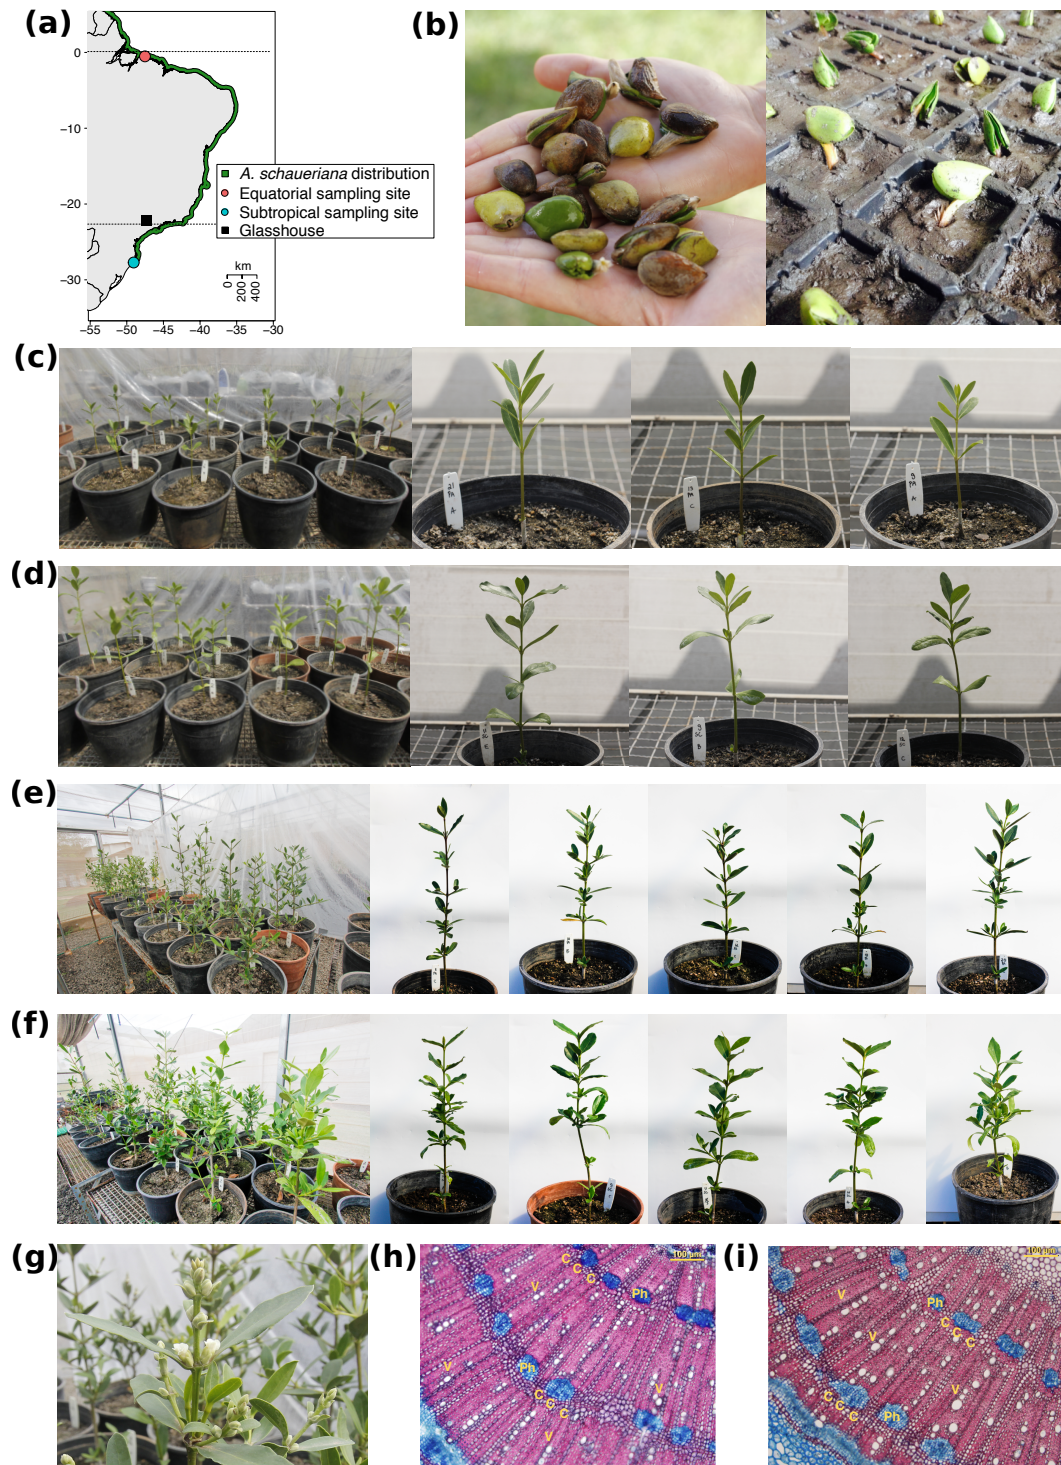

with mangrove soil; (c-d) seedlings from the equatorial and from the subtropical sampling sites on the 80th day of the experiment; (e-f) seedlings from the equatorial and subtropical sampling sites on the 225th day of the experiment; (g) seven-months-old *Avicennia schaueriana* from the equatorial sampling site presenting flower buds and flowers; (h-i) micrographs of stem transverse sections from pith to the outermost growth section of one representative seedling from the equatorial and subtropical sampling sites (magnification = 10x); stem sections were stained with Astra Blue and Safranin O; V: xylem vessels; Ph: phloem; CCC: vascular cambium.

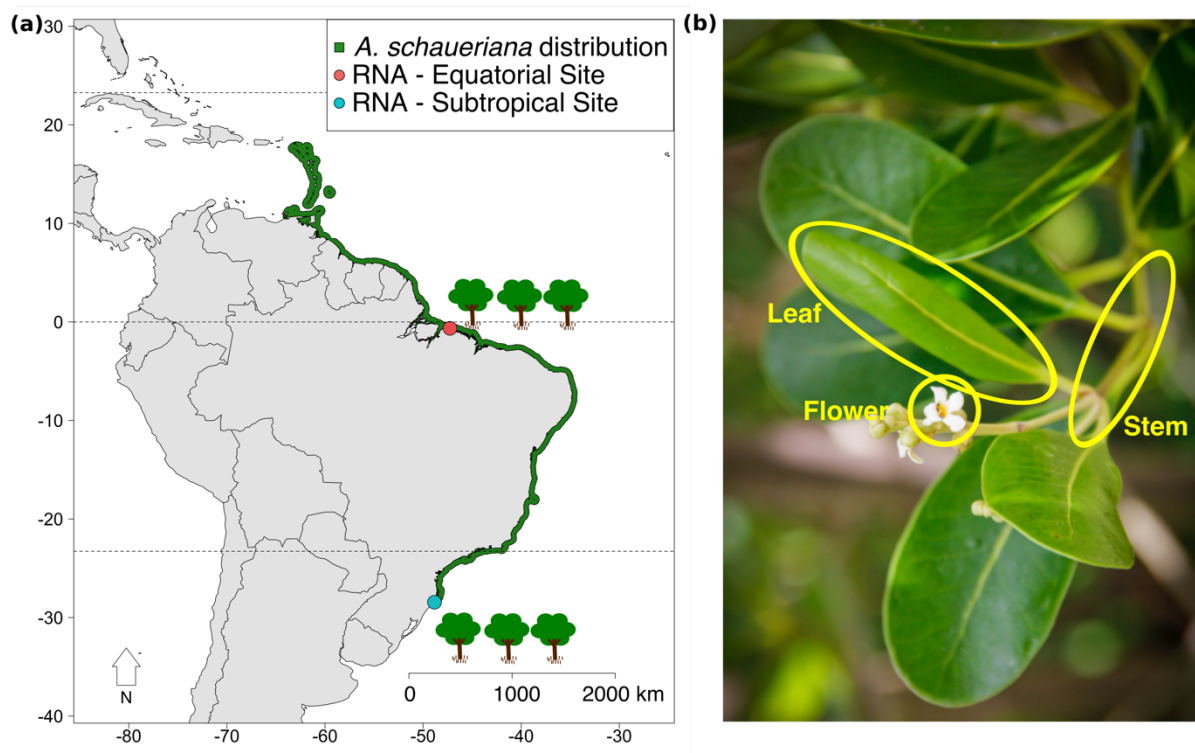

**Supplementary Fig. S4.** Sampling of *Avicennia schaueriana* plant material used for RNA-Sequencing. (a) Geographical distribution of the species (green-shaded area) and the equatorial (red dot) and subtropical (blue dot) sites; (b) plant organs sampled in the field for RNA extraction and sequencing (bottom).

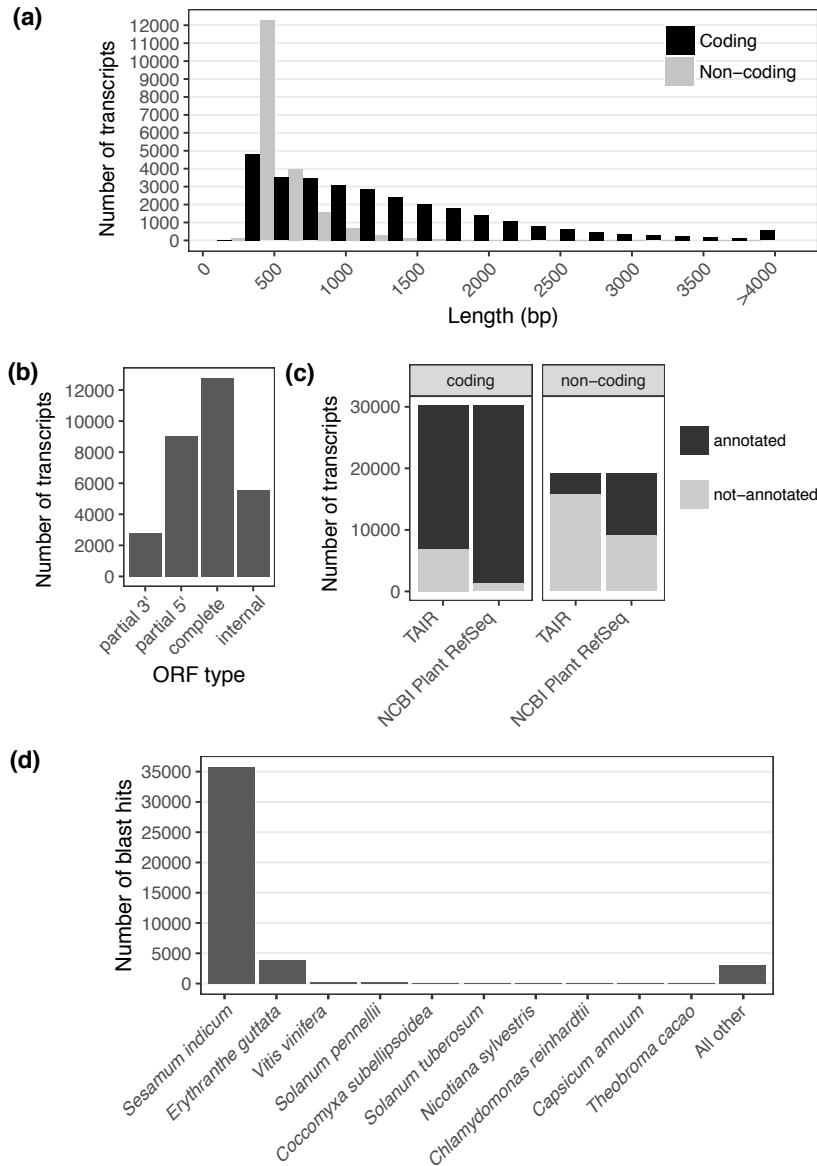

**Supplementary Fig. S5.** Characterisation of the de novo assembly of the *Avicennia schaueriana* reference transcriptome. (a) Histogram of the length of putative protein-coding and putative non-coding transcripts; (b) classification of all predicted open reading frames (ORF) in the reference transcriptome: complete, partial 3' (missing stop codon), partial 5' (missing start codon), internal (missing both start and stop codons); (c) annotation of transcripts via blastx using The *Arabidopsis* Information Resource (TAIR) protein database and The National Center for Biotechnology Information (NCBI) RefSeq Plant protein database; (d) blastx top-hit species distribution of transcripts annotations using NCBI RefSeq Plant protein database as reference.

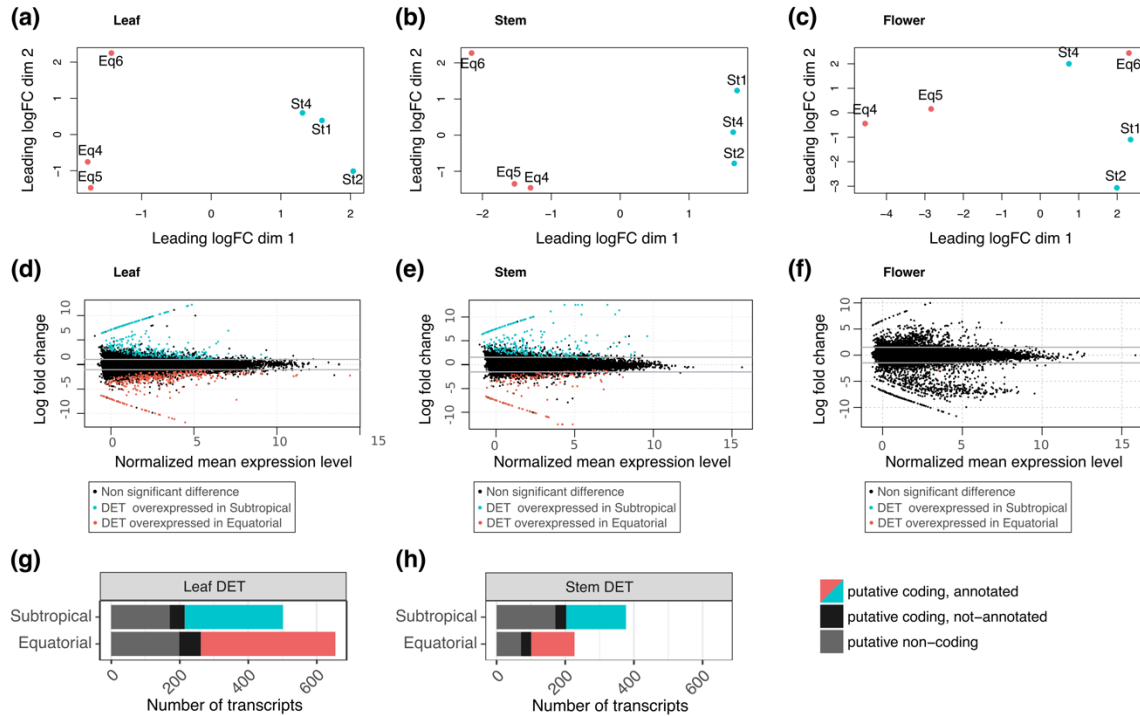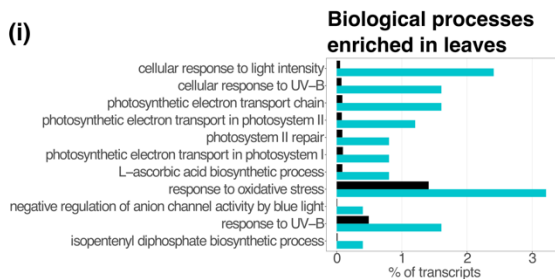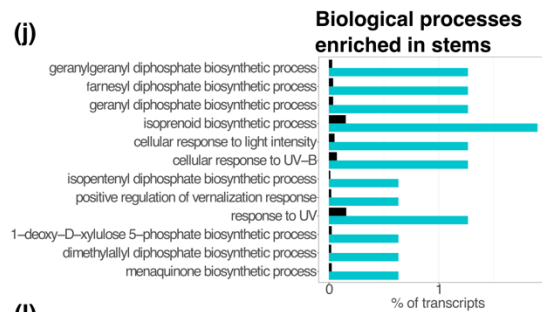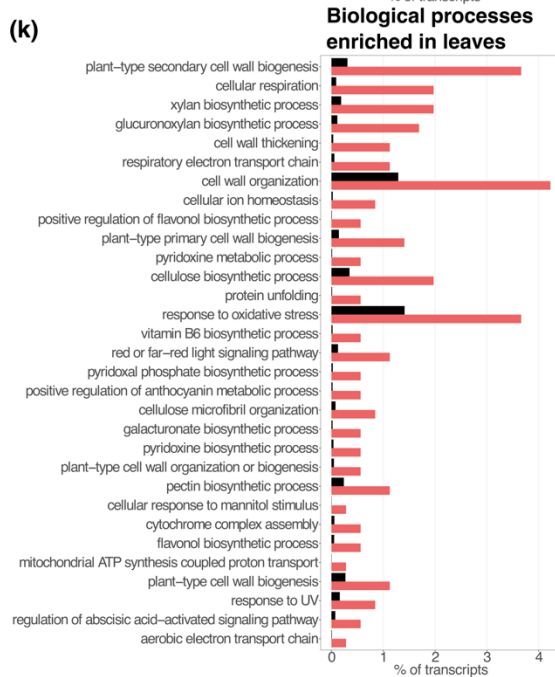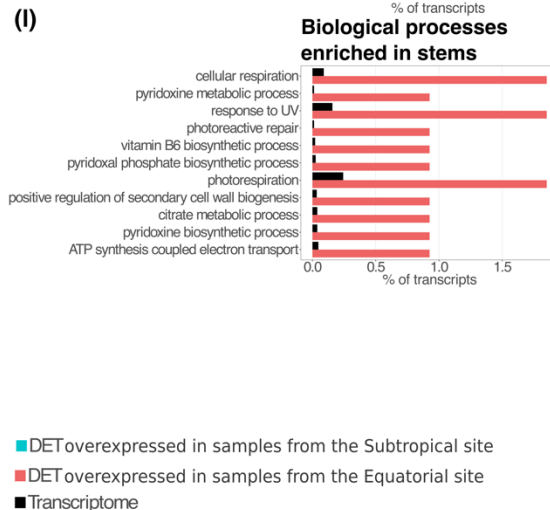

**Supplementary Fig. S6.** (Previous page) Detection of differentially expressed transcripts (DET) and Gene Ontology (GO) enrichment analysis. (a-c) Two-dimensional scatterplot of distances among transcript expression levels in leaf, stem and flower samples (left to right) of *Avicennia schaueriana* trees under field conditions; points represent individual samples, and distances are approximately the log<sub>2</sub>-transformed fold changes between samples; red points represent samples from the equatorial site and blue points represent samples from the subtropical site. (d-f) MA-plots of transcript expression in leaves, stems and flowers; red points represent DET overexpressed in equatorial samples; blue points represent DET overexpressed in subtropical samples; black points represent non-differentially expressed transcripts; grey horizontal lines represent  $\pm 1$  log fold-change threshold. (g-h) Proportion of DET used in the GO enrichment analysis represented in blue and red bars. Annotation of putative coding genes was obtained using the blastx algorithm with *Arabidopsis thaliana* proteins as a reference; grey bars represent putative non-coding transcripts that are differentially expressed, and black bars represent putative coding transcripts that are differentially expressed but not annotated. (i-l) Examples of Gene Ontology (GO) terms enriched among overexpressed transcripts (DET) in subtropical leaf samples; in equatorial leaf samples; in subtropical stem samples and in equatorial stem samples. GO terms are ordered from the top down based on the P- value of enrichment (low to high, all < 0.05). Coloured bars represent the percentage of all DET that belong to each of the listed categories. Black bars represent the percentage of all transcripts in the reference transcriptome belonging to each category. Plant material of adult trees was sampled under field conditions, during the end of winter in the subtropical site and in the beginning of the dry season in the equatorial site. The complete lists of enriched GO terms are presented in Supplementary information Tables S7-S10.

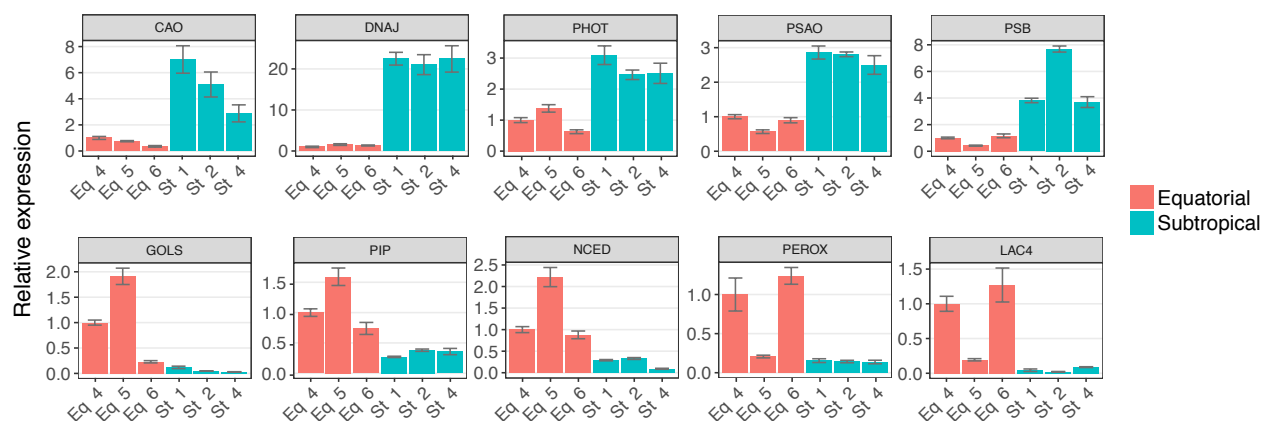

**Supplementary Fig. S7.** Validation of RNA-Sequencing-based differential expression of transcripts by reverse transcription real time PCR (qRT-PCR). Each bar represents the relative expression of one sequenced sample. Error bars represent the standard deviation of the mean from three technical replicates of the same individual sample. Red bars represent samples from the equatorial sampling site and blue bars, samples from the subtropical sampling site. Non-parametric unpaired Mann-Whitney Wilcoxon U-tests were used to compare the distributions. The differential expression detected *in silico* was confirmed *in vitro* for all putative genes, at a significance threshold of 0.05. Putative genes selected for the validation of the RNA-sequencing data and primers sequences are described in Supplementary information Table S12.

**Supplementary Table S1.** Characterisation of field conditions at the time of plant material collection and storage in RNA-stabilising solution for subsequent sequencing.

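The table gives 1 set of field conditions per sampled tree, and by the labels the same trees gave the sequenced leaves, stems and flowers. Air temperature was 29.0 ± 0.987 °C at the equatorial trees and 19.4 ± 1.35 °C at the subtropical trees (SD, n = 3 each). Relative humidity was 49 ± 2% and 84 ± 2% (exact two-sided permutation test, p = 0.1 for each, the smallest p possible with 3 against 3). The tidal level was 0.500 m at each subtropical tree, 2.7 m at Eq4 and Eq5 and 0.7 m at Eq6. Equatorial trees were sampled on days 28 and 29 of one month and subtropical trees on days 23 to 25 of the next, so that site, date and weather cannot be separated in the counts. The saturation deficit computed from the temperature and humidity of each tree runs from 0.294 kPa (St2) to 2.26 kPa (Eq6).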

| Sample ID | Sampling site (Climate <sup>†</sup> ) | GPS Point        | Date (d/m) | Time (h:m) | TL (m) | Temp (°C) <sup>‡</sup> | RH (%) <sup>‡</sup> | VPD (kPa) <sup>§</sup> | SI (KJ/m <sup>2</sup> ) <sup>‡</sup> |
|-----------|---------------------------------------|------------------|------------|------------|--------|------------------------|---------------------|------------------------|--------------------------------------|
| St1       | Subtropical (Cfa)                     | 28.48 S; 48.88 W | 23/08      | 15:15      | 0.5    | 19                     | 84                  | -0.351                 | 2,033.89                             |
| St2       | Subtropical (Cfa)                     | 28.36 S; 48.80 W | 24/08      | 10:35      | 0.5    | 18.3                   | 86                  | -0.294                 | 1,804.15                             |
| St4       | Subtropical (Cfa)                     | 28.48 S; 48.83 W | 25/08      | 13:11      | 0.5    | 20.9                   | 82                  | -0.445                 | 1,863.14                             |
| Eq4       | Equatorial (Am)                       | 00.64 S; 47.26 W | 28/07      | 11:57      | 2.7    | 28.5                   | 49                  | -1.983                 | 1,940.73                             |
| Eq5       | Equatorial (Am)                       | 00.65 S; 47.26 W | 29/07      | 12:22      | 2.7    | 28.3                   | 51                  | -1.883                 | 2,724.54                             |
| Eq6       | Equatorial (Am)                       | 00.64 S; 47.26 W | 29/07      | 16:00      | 0.7    | 30.1                   | 47                  | -2.260                 | 1,433.68                             |

TL: tidal level; Temp: atmospheric air temperature; RH: atmospheric relative humidity; VPD: air vapour pressure deficit; SI: solar irradiance.

<sup>†</sup>Köppen-Geiger Climate classification according to Alvares et al.<sup>1</sup>.

<sup>‡</sup>Source: Brazilian National Institute of Meteorology (INMET).

<sup>§</sup>Estimated according to McRae<sup>2</sup>.

**Supplementary Table S2.** Sampling sites for plant material used in nextRAD sequencing.

| Site ID | Number of samples | Cluster <sup>†</sup> | Locality (City, State)        | Geographic Coordinate           |
|---------|-------------------|----------------------|-------------------------------|---------------------------------|
| PAR     | 9                 | N                    | Bragança, Pará                | 0° 49' 12" S,<br>46° 36' 56" W  |
| ALC     | 8                 | N                    | Alcântara, Maranhão           | 2° 24' 37" S,<br>44° 24' 22" W  |
| PRC     | 9                 | N                    | Paracuru, Ceará               | 3° 24' 47" S,<br>39° 3' 23" W   |
| VER     | 9                 | S                    | Vera Cruz, Bahia              | 12° 59' 1" S,<br>38° 41' 5" W   |
| GPM     | 9                 | S                    | Guapimirim, Rio de Janeiro    | 22° 42' 5" S,<br>43° 0' 26" W   |
| UBA     | 9                 | S                    | Ubatuba, São Paulo            | 23° 29' 22" S,<br>45° 9' 52" W  |
| CNN     | 8                 | S                    | Cananéia, São Paulo           | 25° 1' 12" S,<br>47° 55' 5" W   |
| PPR     | 8                 | S                    | Pontal do Paraná, Paraná      | 25° 34' 30" S,<br>48° 21' 9" W  |
| FLN     | 7                 | S                    | Florianópolis, Santa Catarina | 27° 34' 37" S,<br>48° 31' 8" W  |
| LGN     | 3                 | S                    | Laguna, Santa Catarina        | 28° 29' 44" S,<br>48° 53' 28" W |

<sup>†</sup>Cluster classification based on the structure of diversity in single nucleotide polymorphisms (SNP) in DNA sequences. N: North from the Northeast Extremity of South America; S: South from the Northeast Extremity of South America.

**Supplementary Table S3.** Morphological traits analysed in *Avicennia schaueriana* saplings from Equatorial and Subtropical sites, grown under the same environmental conditions during seven months in a glasshouse.

| Variable                                                                | Equatorial |        |            | Subtropical |        |            | P-value <sup>†</sup> |
|-------------------------------------------------------------------------|------------|--------|------------|-------------|--------|------------|----------------------|
|                                                                         | N          | Mean   | Std. error | N           | Mean   | Std. error |                      |
| Leaves dry weight (g)                                                   | 15         | 3.78   | 0.27       | 15          | 7.41   | 0.45       | 4.18e-07 (T)         |
| Stems dry weight (g)                                                    | 15         | 4.16   | 0.43       | 15          | 5.33   | 0.39       | 0.05332 (T)          |
| Roots dry weight (g)                                                    | 15         | 4.97   | 0.40       | 15          | 8.24   | 0.61       | 1.57e-04 (T)         |
| Leaf dry mass ratio (%)<br>(relative to total)                          | 15         | 29.67  | 0.73       | 15          | 35.53  | 0.77       | 7.17e-06 (T)         |
| Stem dry mass ratio (%)<br>(relative to total)                          | 15         | 31.47  | 0.92       | 15          | 25.33  | 0.69       | 1.38e-05 (T)         |
| Root dry mass ratio (%)<br>(relative to total)                          | 15         | 38.73  | 0.90       | 15          | 39.20  | 0.79       | 0.699 (T)            |
| Individual leaf area (cm <sup>2</sup> )                                 | 250        | 3.32   | 0.12       | 250         | 6.04   | 0.27       | 2.2e-16 (W)          |
| Total leaf area (cm <sup>2</sup> )                                      | 3          | 363.14 | 69.0       | 3           | 507.28 | 78.1       | 0.120 (T)            |
| Specific Leaf Area (cm <sup>2</sup> /g)                                 | 15         | 116.38 | 7.29       | 15          | 101.81 | 4.79       | 0.3044 (T)           |
| Leaf lamina angle (degrees)                                             | 15         | 48.85  | 1.50       | 15          | 69.21  | 2.67       | 1.02e-06 (T)         |
| Vessel lumen area (µm <sup>2</sup> )                                    | 180        | 180.18 | 5.25       | 180         | 280.37 | 9.03       | < 2.2e-16 (W)        |
| Vessel lumen diameter (µm)                                              | 180        | 14.87  | 0.21       | 180         | 18.50  | 0.29       | < 2.2e-16 (W)        |
| Vessel density in the xylem<br>(number of vessels per mm <sup>2</sup> ) | 3          | 162.40 | 10.17      | 3           | 185.43 | 25.56      | 0.236 (T)            |
| Vessel lumen area in<br>sapwood (%)                                     | 3          | 2.20   | 0.32       | 3           | 3.91   | 0.66       | 0.1055 (T)           |
| Vessel grouping index                                                   | 3          | 2.90   | 0.17       | 3           | 2.36   | 0.09       | 0.081 (W)            |

<sup>†</sup>Unpaired two-group test. Mann-Whitney-Wilcoxon (W) or Student's T-test (T).

**Supplementary Table S4.** Transcriptome quality parameters assessed in this work.

|                                                                                 |                                                                                   |        |
|---------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|--------|
| Reads mapping to contiguous sequences in the transcriptome <sup>†</sup>         | Mapped to a single contig                                                         | 91.91% |
|                                                                                 | Mapped to more than one contig                                                    | 1.16%  |
|                                                                                 | Not mapped to the transcriptome                                                   | 6.93%  |
| Plant universal single-copy orthologs present in the transcriptome <sup>‡</sup> | Complete orthologous sequences present in single copy in the transcriptome        | 64.12% |
|                                                                                 | Complete orthologous sequences present in more than one copy in the transcriptome | 21.65% |
|                                                                                 | Fragmented orthologous sequences present in the transcriptome                     | 6.07%  |
|                                                                                 | Absent orthologous sequences in the transcriptome                                 | 8.16%  |

<sup>†</sup>Analysis performed using Bowtie<sup>3</sup><sup>‡</sup>BUSCO analysis<sup>4</sup>.**Supplementary Table S5.** Transcriptome size characterisation.

|                          | All contigs | Putative coding contigs | Putative non-coding contigs |
|--------------------------|-------------|-------------------------|-----------------------------|
| Number of contigs        | 49,490      | 30,227                  | 19,263                      |
| Total size (bp)          | 49,860,064  | 40,048,718              | 9,811,346                   |
| Shortest contig (bp)     | 282         | 298                     | 282                         |
| Longest contig (bp)      | 11,672      | 11,672                  | 3,760                       |
| Number of contigs < 1Kb  | 31,787      | 13,406                  | 18,373                      |
| Number of contigs ≥ 1Kb  | 17,703      | 16,822                  | 881                         |
| Average contig size (bp) | 1,007       | 1,324                   | 509                         |
| Median contig size (bp)  | 702         | 1,116                   | 427                         |
| Contig N50 (bp)          | 1,428       | 1,708                   | 515                         |
| Average ORF size (Aac)   | NA          | 332                     | NA                          |
| Median ORF size (Aac)    | NA          | 253                     | NA                          |
| Longest ORF (Aac)        | NA          | 3,755                   | NA                          |
| Shortest ORF (Aac)       | NA          | 100                     | NA                          |

**Supplementary Table S6.** Putative orthologous expressed sequences between *Avicennia schaueriana* transcripts obtained from flowers, stems and leaves and publicly available transcriptomes from other *Avicennia* species.

|                                             | <i>Avicennia marina</i>                 | <i>Avicennia officinalis</i>          | <i>Avicennia officinalis</i>                    |
|---------------------------------------------|-----------------------------------------|---------------------------------------|-------------------------------------------------|
| Plant material                              | Leaves                                  | Leaves                                | Roots                                           |
| NCBI or DDBJ/EMBL/GenBank accession number  | GBIO01000000                            | GFLY01000000                          | GSE73807                                        |
| Number of transcripts                       | 89,833                                  | 38,756                                | 121,929                                         |
| Total number of putative orthologs          | 27,658                                  | 18,325                                | 13,273                                          |
| Number of putative protein coding orthologs | 21,313                                  | 17,663                                | 9,993                                           |
| Reference                                   | Huang <i>et al.</i> (2014) <sup>5</sup> | Lyu <i>et al.</i> (2017) <sup>6</sup> | Krishnamurthy <i>et al.</i> (2017) <sup>7</sup> |

**Supplementary Table S7.** Enriched Gene Ontology (GO) terms among differentially expressed transcripts (DET) that presented higher expression in subtropical stem samples than in equatorial stem samples. (Too large to be included in this file. Submitted as separate file).

**Supplementary Table S8.** Enriched Gene Ontology (GO) terms among differentially expressed transcripts (DET) that presented higher expression in equatorial stem samples than in subtropical stem samples. (Too large to be included in this file. Submitted as separate file).

**Supplementary Table S9.** Enriched Gene Ontology (GO) terms among differentially expressed transcripts (DET) that presented higher expression in subtropical leaf samples than in equatorial leaf samples. (Too large to be included in this file. Submitted as separate file).

**Supplementary Table S10.** Enriched Gene Ontology (GO) terms among differentially expressed transcripts (DET) that presented higher expression in equatorial leaf samples than in subtropical leaf samples. (Too large to be included in this file. Submitted as separate file).

**Supplementary Table S11.** Examples of differentially expressed transcripts (DET) of *Avicennia schaueriana* associated to the response to contrasting climate conditions between equatorial and subtropical sites. (Too large to be included in this file. Submitted as separate file).

**Supplementary Table S12.** Oligonucleotides used in qRT-PCR reactions in this work. (Too large to be included in this file. Submitted as separate file).

**Supplementary Table S13.** Single Nucleotide Polymorphic loci (SNP) with signature of selection present in putative protein-coding regions of the genome of *Avicennia schaueriana*. (Too large to be included in this file. Submitted as separate file).

## Supplementary Methods

### *Propagules and RNA sampling sites characterisation*

Here we complement the characterisation of the sites where leaves, stems and flowers of adult individuals of *Avicennia schaueriana* were collected for RNA-sequencing and propagules were sampled for a common garden experiment.

The equatorial site is located in the Amazon mangrove coast, one of the world's largest macrotidal mangrove forests<sup>8,9</sup> (0°42' S 47°14' W and 0°59' S 46°35' W). Forests reach 20 m in height and are dominated by *Rhizophora mangle* and *R. racemosa*, at lower elevations, and by *Avicennia germinans* at higher elevations<sup>10,11</sup>. *Avicennia schaueriana* and *Laguncularia racemosa* are frequently found at lower densities at the edges of forests in the equatorial coast, such that the former occurs especially close to sandy beaches, whereas the latter occurs in brackish water<sup>10,11</sup>. The climate at the equatorial site is classified as tropical monsoon (Am) in the Köppen-Geiger classification system. A decreasing rainfall gradient is observed from this sampling site towards the northeast extremity of South America (NEESA), where the climate is semi-arid of low latitude and altitude (BSH)<sup>1</sup>. The mean annual temperature at this location is above 27 °C and exhibits great fluctuations in precipitation throughout the year. The dry season lasts for approximately five months, from August to December, with a precipitation lower than 50 mm, decreasing to 9 mm in October, which is the driest month. The wet period duration is approximately seven months, from January to July, with precipitation exceeding 300 mm, and with an average precipitation of 600 mm in the wettest month, March.

The subtropical sampling site is located at the southernmost margin of mangrove forests on the Atlantic coast of South America (28°28' S 48°51' W)<sup>12</sup>. Only two species of mangrove trees are found at this site, namely, *A. schaueriana* and *L. racemosa*. Despite being found at the edge of the species distribution, *A. schaueriana* individuals present a tall form, reaching up to 10 m in height, which suggests that their distribution may not have been limited by climatic factors<sup>12</sup>. The climate in this locality is classified as temperate oceanic with hot summer, without a dry season (Cfa) in the Köppen-Geiger classification system, with increasing temperatures and tidal amplitudes northwards, where climate is tropical with a dry season (Aw or As)<sup>1</sup>, in the NEESA region. The tidal regime in this subtropical site is classified as microtidal<sup>12</sup> and the precipitation is well distributed and exceeds 90 mm throughout the year. The wettest month is February, with an average precipitation of 160 mm. The annual mean temperature is 19.7 °C, the

mean temperature in the coldest month is 15.7 °C and the mean annual thermal amplitude is 8 °C.

### ***RNA-sequencing data verification through qRT-PCR***

To confirm the results obtained in the differential expression analyses of RNA-Seq data, we selected a set of DET detected between leaf samples of trees at the equatorial and subtropical sites and designed primers for reverse transcription real-time PCR (qRT-PCR) validation using the Primer3Plus software<sup>13</sup>. To design primers to be used as internal controls, we selected transcripts from the RNA-Seq data that showed a fairly stable expression across leaf samples and were similar to recognised housekeeping genes in genomes of model-plants (Supplementary information Table 10). 

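Table S12 names 4 reference transcripts, which the study chose for fairly stable levels in these same libraries. Small site differences are therefore no test of that stability. In the leaf libraries, UBQ11 (As_43999) was at 428 ± 78.0 CPM at the equatorial and 423 ± 58.1 CPM at the subtropical site, UBQpase (As_44296) at 26.9 ± 1.86 and 27.4 ± 5.69 CPM, UBQ6 (As_18630) at 65.4 ± 8.65 and 64.2 ± 13.5 CPM and EIFa (As_19713) at 60.0 ± 6.20 and 59.6 ± 4.42 CPM. Their log2 fold changes were -0.01, 0.03, -0.03 and -0.01, each smaller than its standard error (0.25, 0.21, 0.21 and 0.17), with adjusted p between 0.973 and 0.989. The signs of such small values changed when a single tree was left out.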

RNA samples were treated with the DNA-free DNA Removal Kit (Thermo Fisher Scientific, Waltham, MA, USA), followed by complementary DNA strand (cDNA) synthesis using the commercial iScript cDNA Synthesis kit (Bio-Rad Laboratories Inc., Hercules, CA, USA). Primers annealing specificity, amplification efficiency and the stability of expression of the putative housekeeping transcripts were all confirmed before performing qRT-PCR reactions. Each reaction was assessed using three technical replicates, and expression values were estimated with the  $2^{-\Delta\Delta C_t}$  method<sup>14</sup>. The Mann-Whitney-Wilcoxon non-paired statistical test was performed with a significance threshold of 5%, for the comparison of the distributions of relative expression levels. All reactions were performed using the iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories Inc., Hercules, CA, USA) with the CFX384 Real-Time PCR Detection System (Bio-Rad Laboratories Inc., Hercules, CA, USA), following the manufacturer instructions.

To better characterise the climate from the equatorial and subtropical sampling sites we have downloaded temperature, relative humidity, rainfall and solar irradiance datasets (2008-2017) from the INMET database (the Meteorological Institute of Brazil) (Supplementary information Fig. 1) and the environmental data from BioClim<sup>15</sup> and MARSPEC<sup>16</sup>.

### **Supplementary Note**

#### ***Validation of RNA-Seq data through qRT-PCR***

To confirm the computational analyses of the RNA-Seq data, we selected a set of transcripts with differential and approximately stable expression across leaf samples and

designed primers for use in reverse transcription real-time PCR (qRT-PCR) reactions. Two putative housekeeping genes, similar to *Arabidopsis thaliana* *UBIQUITIN-CONJUGATING ENZYME 11* and *UBIQUITIN-SPECIFIC PROTEASE 12*, were selected as reference in qRT-PCR validation of the RNA-Seq data, from leaves sampled from adult trees under equatorial and subtropical field conditions. The stability of the expression of the putative housekeeping genes was confirmed, showing a coefficient of variation (CV) of 0.0456 and mean variation (M) of 0.1316. Amplification efficiency tests for all primers were performed before examining the relative expression qRT-PCR reactions. Only primers with 90-110% efficiency and  $R^2 > 0.99$  were used in the subsequent steps. The specificity was confirmed by the analysis of the dissociation curve over a temperature gradient from 65 °C - 95 °C, with an increment of 0.5 °C every 5 seconds. Ten differentially expressed transcripts (DET), detected using read-mapping counts and the results obtained from the EdgeR<sup>17</sup> analysis were selected as targets in the qRT-PCR reactions (Supplementary Table 10). Their relative expression, estimated using the  $2^{-\Delta\Delta Ct}$  method<sup>14</sup>, confirmed the results obtained in computational analyses of the RNA-Seq data. An absence of a difference in the distribution of expression levels between equatorial and subtropical leaf samples was rejected for all selected targets using the non-parametric unpaired Mann-Whitney-Wilcoxon U statistic with a significance threshold of 0.05 (Supplementary information Fig. S8).

## References

1. Alvares, C. A., Stape, J. L., Sentelhas, P. C., Gonçalves, J. L. de M. & Sparovek, G. Köppen's climate classification map for Brazil. *Meteorol. Zeitschrift* **22**, 711–728 (2013).
2. McRae, G. J. A Simple Procedure for Calculating Atmospheric Water Vapor Concentration. *J. Air Pollut. Control Assoc.* **30**, 394–394 (1980).
3. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* **10**, R25 (2009).
4. Simão, F. A., Waterhouse, R. M., Ioannidis, P., Kriventseva, E. V. & Zdobnov, E. M. BUSCO: Assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics* **31**, 3210–3212 (2015).
5. Huang, J. *et al.* Transcriptome Sequencing and Analysis of Leaf Tissue of *Avicennia marina* Using the Illumina Platform. *PLoS One* **9**, e108785 (2014).
6. Lyu, H., Li, X., Guo, Z., He, Z. & Shi, S. De novo assembly and annotation of the *Avicennia officinalis* L. transcriptome. *Mar. Genomics* 2–5 (2017). doi:10.1016/j.margen.2017.07.002
7. Krishnamurthy, P. *et al.* Transcriptomics analysis of salt stress tolerance in the roots of the mangrove *Avicennia officinalis*. *Nat. Sci. Reports* **7**, 1–19 (2017).

8. Souza-Filho, P. W. M. *et al.* Holocene Coastal Evolution and Facies Model of the Bragança Macrotidal Flat on the Amazon Mangrove Coast, Northern Brazil. *J. Coast. Res.* 306–310 (2006).
9. Kjerfve, B. *et al.* Chapter Twenty Morphodynamics of muddy environments along the Atlantic coasts of North and South America. *Proc. Mar. Sci.* **4**, 479–532 (2002).
10. Schaeffer-Novelli, Y., Cintrón-Molero, G., Adaime, R. R. & de Camargo, T. M. Variability of mangrove ecosystems along the Brazilian coast. *Estuaries* **13**, 204–218 (1990).
11. Menezes, M. P. M. de, Berger, U. & Mehlig, U. Mangrove vegetation in Amazonia: a review of studies from the coast of Pará and Maranhão States, north Brazil. *Acta Amaz.* **38**, 403–420 (2008).
12. Soares, M. L. G., Estrada, G. C. D., Fernandez, V. & Tognella, M. M. P. Southern limit of the Western South Atlantic mangroves: Assessment of the potential effects of global warming from a biogeographical perspective. *Estuar. Coast. Shelf Sci.* **101**, 44–53 (2012).
13. Untergasser, A. *et al.* Primer3-new capabilities and interfaces. *Nucleic Acids Res.* **40**, 1–12 (2012).
14. Livak, K. J. & Schmittgen, T. D. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* **25**, 402–8 (2001).
15. Hijmans, R. J., Cameron, S. E., Parra, J. L., Jones, P. G. & Jarvis, A. Very high resolution interpolated climate surfaces for global land areas. *Int. J. Climatol.* **25**, 1965–1978 (2005).
16. Sbrocco, E. J. & Barber, P. H. MARSPEC: ocean climate layers for marine spatial ecology. *Ecology* **94**, 979–979 (2013).
17. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

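RNA was sequenced from leaves, stems and flowers of 6 trees, Eq4, Eq5 and Eq6 of the equatorial site and St1, St2 and St4 of the subtropical site, by the labels with 1 library for each tree and tissue, 18 in all. The authors filtered paired-end reads by quality, assembled them into a non-redundant transcriptome, mapped the reads to it with bowtie1 and deposited the raw count of uniquely mapped reads per transcript, for each sample and without normalization. For mapping reads to the assembled transcripts the methods give bowtie1 in single-read mode with default parameters, and for the counts they name bowtie1 and unique mapping without stating parameters again. Reads that match several transcripts, such as close copies of a gene family, are left out of such counts. The deposited table holds 49490 transcripts, of which 30227 carry identifiers of coding and 19263 of non-coding transcripts. Each of the 18 single-sample files equals its column of the table of all samples. No genome was used, and gene names are the Arabidopsis best matches that Tables S11 to S13 pair with transcripts. Samples were mapped to site, tree and tissue by the deposited labels and Table S1. For tree Eq6 the labels give the sampling time as 16:04 and Table S1 gives 16:00, and no test used the time.

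The counts of the 18 libraries sum to 192315694. Totals per library were 8749713 to 14313994 in leaves (median 9704527), 9894226 to 15802680 in stems (median 14019950) and 5055480 to 11172632 in flowers (median 8417757). With 3 trees per site, the spread between trees limits the precision more than the depth. The biological coefficient of variation that edgeR estimated was 0.359 in leaves, 0.402 in stems and 0.417 in flowers. No pair of libraries differed by as little as the sampling noise. The lowest chi-square per transcript, over transcripts with at least 20 counts in a pair, was 26.0 in leaves, 33.7 in stems and 19.1 in flowers.

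Within each tissue, the 3 subtropical libraries were compared with the 3 equatorial libraries by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest of edgeR 4.0.16, limma 3.58.1, R 4.3.3) on the deposited counts, with TMM scaling and the default filterByExpr filter by site. Every adjusted p is from this test with Benjamini-Hochberg adjustment over all transcripts tested, at a threshold of 0.05, unless edgeR's exact test, DESeq2 or a fit without a filter is named. DETs named without a test are those of this test. Log2 fold changes are subtropical minus equatorial, and a standard error is the absolute log2 fold change over the square root of the F statistic. CPM values use the TMM-scaled library sizes, and log2 CPM a prior count of 2. The study's methods name edgeR for normalization and its exact test for negative binomial distributions at an FDR under 0.05, while the text searched here names no filter on low counts. The exact test was therefore tried as an alternative, with the same filter, with no filter, with more than 1 CPM in at least 3 libraries and with a common dispersion. Further alternatives were DESeq2 1.42.0, RLE scaling in place of TMM, no filter, more than 1 CPM in at least 3 libraries, 1 fit over all 18 libraries, and leaving out each tree in turn, which leaves 2 libraries at one site. The exact test with more than 1 CPM in at least 2 libraries was added after the data were seen. All other tests and alternatives, apart from those that the closing section names as chosen later, were fixed before the data were examined. A range of adjusted p over tests and filters covers DESeq2, RLE scaling, no filter and more than 1 CPM in at least 3 libraries. It also covers the exact test with the same filter and with more than 1 CPM in at least 2 libraries. The other exact tests, the fit over all 18 libraries and the fits without 1 tree are not in it.

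The difference of the site effect between leaves and stems was tested as the site by tissue interaction over the 12 leaf and stem libraries. Leaf and stem samples of one name come from the same tree, by the labels and Table S1, so a fit with the tree as a replicate block was run as an alternative. Across 35054 transcripts, the deviations of leaf and stem from their group means had a Pearson correlation of -0.0412 in Eq4, 0.414 in Eq5, 0.290 in Eq6, 0.337 in St1, 0.295 in St2 and 0.0770 in St4. The separation of sites was measured as edgeR's leading log2 fold change distance over the top 500 transcripts of each pair of libraries, and the mean distance between sites minus that within sites was tested by an exact two-sided permutation of trees over sites. A permutation of 3 against 3 has 10 splits, and its smallest p is 0.1.

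Transcripts named in the text follow a rule that was set when the values of Tables S11 and S12 had been seen. It takes the transcripts that Tables S11 and S13 pair with the genes or gene groups that the article's text names, the 10 targets and 4 reference transcripts of Table S12, the transcript with the largest printed fold change under each heading of Table S11, and in each tissue the 2 DETs with the largest change in each direction whose libraries do not overlap between sites. Others are said to be chosen after their values were seen. A fold against a site whose 3 libraries all have 0 counts is a lower bound against a floor of 3 counts over the site, and this floor and the counting intervals cover counting error only.

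The tests were checked on simulated counts with the means and library sizes of the real libraries. Dispersions were set per transcript, and 200 transcripts were changed by a log2 fold change of 3. Each dispersion was estimated from the real libraries of the tissue without moderation across transcripts, so their spread includes error of estimation. The numbers of false calls therefore need not hold for the real counts. Among 28658 leaf transcripts, the quasi-likelihood test recovered 152 of the 200 with 7 false calls, and among 30462 the exact test with more than 1 CPM in at least 2 libraries recovered 190 with 122 false calls. In stems these were 145 with 7 false calls (34788 transcripts) and 190 with 153 (34011 transcripts), and in flowers 140 with 13 (29365 transcripts) and 187 with 180 (34014 transcripts). For the site by tissue interaction, simulated with 1 dispersion over 34894 transcripts, 136 were recovered with 10 false calls. With the tree as a block, 121 were recovered with 7. No effect of the tree was simulated, so this does not show which fit does better on the real counts. GO enrichment was not rerun, since the GO terms of the transcripts were not used here. The common garden traits, the SNP data and the qRT-PCR values are not analysed here.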

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

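The tests of transcripts exclusive to a site, of a mixture, of an exchange and of tree St4 in the flower library labelled Eq6, the splits without that library, and the test of leaf tissue in stems were chosen only after the result was seen.

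The effect of site differed between leaves and stems for 4 of 35054 transcripts by the site by tissue interaction of edgeR's quasi-likelihood test (1905 had an unadjusted p under 0.05), all with a larger subtropical minus equatorial difference in stems. They are named after their values were seen. As_12313 was lower in subtropical leaves, at 1.57 ± 0.239 CPM against 13.5 ± 1.97 (SD, n = 3 trees per site; log2 fold change -3.08), with no difference past the threshold in stems (-0.15), a difference of 2.94 (standard error 0.29, adjusted p = 0.00703). As_19328 (similar to IPP1) had no difference past the threshold in leaves (-0.08) and was higher in subtropical stems (4.54), a difference of 4.63 (standard error 0.58, adjusted p = 0.0463). As_44685 went the same way (-0.52 and 6.10, difference 6.62, standard error 0.71, adjusted p = 0.0110). As_23124 was at 0.216 ± 0.110 CPM in equatorial and 344 ± 259 CPM in subtropical stems (10.54), with no difference past the threshold in leaves (4.56 ± 3.77 and 0.465 ± 0.617 CPM, -3.20, adjusted p = 0.247), a difference of 13.74 (standard error 1.35, adjusted p = 0.00703). Tables S11 to S13 give no gene name for As_12313, As_23124 and As_44685.

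The calls depended on the trees in the fit. With the tree as a replicate block, 20 transcripts were called, the 4 among them, 19 with a larger difference in stems. RLE scaling kept all 4, and without a filter on low counts 3 were kept. Without Eq6 there were 15, the 4 among them. Without Eq4, Eq5, St1, St2 or St4 the quasi-likelihood test called 0, with 2076, 1481, 1770, 1512 and 1671 at an unadjusted p under 0.05. Only 1 of the 10 splits of the trees into 3 and 3, the real one, gave as many calls, but with 10 splits the share cannot fall under 0.1, so chance cannot be excluded. Leaf tissue mixed into the subtropical stem samples is argued against for As_19328 and As_44685. These reached 61.8% and 38.0% of their leaf level in subtropical stems, while the median of 61 abundant leaf-high transcripts reached 3.61%, with 6 of them at the share of As_44685 and 4 at that of As_19328. A response of each tissue to the site, the climate or the sampling date, which the design does not separate, stays open and untested, as do reads that other members of a gene family take from these transcripts.

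In the flower library labelled Eq6, transcripts exclusive to the subtropical trees were counted, which the paper does not report on. Of the leaf and stem libraries, 21 transcripts have at least 10 counts in all 6 of the subtropical site and 0 in all 6 of the equatorial site, and 17 the reverse. The flower library labelled Eq6 counts 20 of the 21, at a summed 137 CPM of the library total, against 304, 1121 and 209.6 CPM in the flowers of St1, St2 and St4 and 0 in those of Eq4 and Eq5. It counts 5 of the 17 equatorial ones, with 7 counts in all (0.970 CPM), against 168 and 199.7 CPM in Eq4 and Eq5 (Fisher's exact test of the shares counted, two-sided p = 2.44e-05, over transcripts, which are not independent replicates). The leaf and stem libraries of tree Eq6 have none of the subtropical and all of the equatorial ones by the way the sets were chosen.

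A mislabelled sample, that is a flower of a subtropical tree, is a candidate explanation. The 137 CPM prompted this explanation and so do not test it, and they lie below the level in each subtropical flower library. A test that leaves these transcripts out goes with the explanation. Over 18657 transcripts with at least 10 counts in every library, the deviation of this library from the other flower libraries correlated with the site difference in leaves and stems at r = 0.162, as against 0.256, 0.123 and 0.201 in St1, St2 and St4 and -0.308 and -0.323 in Eq4 and Eq5 (across transcripts, which are not independent replicates). A mixture of flowers of both sites, or reads of other libraries taken up at sequencing, is argued against by the equatorial transcripts, which stood at 0.528% of their level in the flowers of Eq4 and Eq5. An exchange with one of the subtropical flower libraries is argued against by these libraries, in which the equatorial transcripts summed to at most 0.206 CPM. Whether it is a second library from tree St4 stays open. It was compared with each tree over 433 transcripts that have at least 10 counts in both leaf and stem of some trees and 0 in both of all others, chosen with no condition on flowers, where at least 5 counts stand for presence in a flower library. That labelled Eq6 matched tree St4 at 429 of them (99.1%), St1 at 424, St2 at 177 and tree Eq6 at 379. The flower libraries of Eq4, Eq5, St1, St2 and St4 matched their own tree at 313, 431, 433, 185 and 431, so that the matches over this set do not decide which tree it came from. In Eq4 and St2, 120 of 149 and 248 of 281 transcripts present in leaf and stem were under 5 counts in the flower. Among the 47 of these with at least 20 counts in at least 1 flower library, the library labelled Eq6 matched St4 at 44, St2 at 40, St1 at 39 and tree Eq6 at 9, and the other 5 matched their own tree at all 47. This condition leaves out transcripts that flowers do not count, and so raises the matches of a flower to its own tree. The 3 transcripts at which the library departs from St4 in this set, named after their values were seen, go against St4 without excluding it. Of the transcripts with 0 counts in leaf and stem of St4, non_cod_As_26956 and non_cod_As_47533 had 56 and 44 counts in the library labelled Eq6 and 0 in the flower of St4, while each of the other 5 flower libraries had at most 4 counts of any of these transcripts with 0 counts in the leaf and stem of its own tree. As_17393 had 0 counts where the flower of St4 has 290. A flower of St4 and one of another subtropical tree both stay open. The library was kept in the equatorial group, as labelled, wherever flowers were compared.

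The same library bears on the flower comparison. With all 6 flower libraries, edgeR's quasi-likelihood test called 0 transcripts (1654 at an unadjusted p under 0.05, 6 by the exact test, 81 by DESeq2), and all 10 of the 10 splits gave as many, so this count says nothing about chance. Lower depth of the flower libraries is argued against as the cause by leaf and stem counts thinned to the flower total of the same tree wherever that was lower (the leaf libraries of Eq5, St1 and St4 already lay below it), which gave 61 DETs in leaves and 77 in stems. Without the library labelled Eq6 the quasi-likelihood test called 573, and no other library left out gave any (957, 1085, 1391, 1141 and 1670 at an unadjusted p under 0.05 without Eq4, Eq5, St1, St2 and St4), which is consistent with this library as the reason for the low count. In it, 565 of the 573 (98.6%) lay nearer to the mean of the subtropical flowers than to that of Eq4 and Eq5. Of the leaf DETs, 48 were tested in the 5 flower libraries and 45 of these changed in the same direction, and of the stem DETs 62 and 61, in tissues of the same trees, which are not independent. The share was lower when starting from the 573 flower transcripts. Of these, 200 were tested in leaves and 155 changed in the same direction, and 245 and 199 in stems.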

How the results depend on the processing

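The exact test with more than 1 CPM in at least 2 libraries, and the counts of site-exclusive transcripts over leaves and stems only and without the flower library labelled Eq6, were chosen only after the result was seen. The other settings were planned.

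The number of DETs depended on the test. In leaves, edgeR's quasi-likelihood test called 56, the exact test 966, DESeq2 1140, the exact test without a filter 908, with more than 1 CPM in at least 3 libraries 977, in at least 2 libraries 1157 and with a common dispersion 1480. In stems these counts were 78, 571, 617, 573, 542, 604 and 1153, and in flowers 0, 6, 81, 1, 3, 1 and 618. At an unadjusted p under 0.05 the quasi-likelihood test had 3693, 3093 and 1654. The cause was not tested. On counts simulated with dispersions per transcript, the exact test made more false calls than the quasi-likelihood test. Its filter differed, and the simulated dispersions carried error of estimation. This therefore does not show how many calls are false in the real counts. With 1 dispersion for all transcripts, recovery was equal. The exact and quasi-likelihood tests then made 9 and 8 false calls in leaves, 7 and 4 in stems and 8 and 7 in flowers. The exact test and DESeq2 called all 56 leaf and all 78 stem DETs of the quasi-likelihood test too. With all 18 libraries in 1 fit, the quasi-likelihood test called 103 in leaves, 65 in stems and 1 in flowers. It kept 23 of the leaf and 35 of the stem DETs. The dispersions of that fit draw on the flower library labelled Eq6 too, an influence on these counts that was not tested. RLE scaling (56, 79 and 0), no filter (46, 78 and 0) and more than 1 CPM in at least 3 libraries (56, 75 and 0) moved the counts of the quasi-likelihood test by less than 1.5 times.

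Leaving out Eq4, Eq5, Eq6, St1, St2 or St4 gave 17, 10, 105, 4, 3 and 0 DETs in leaves, 0, 5, 87, 11, 20 and 10 in stems and 0, 0, 573, 0, 0 and 0 in flowers by the quasi-likelihood test, with 3436, 2966, 4591, 3175, 2927 and 3622, 3268, 2780, 3623, 3338, 2369 and 2851 and 957, 1085, 5002, 1391, 1141 and 1670 at an unadjusted p under 0.05. These fits have fewer samples. Only 1 of the 10 splits of the 6 trees, the real one, gave as many DETs as were called in leaves, and likewise 1 of 10 in stems. By the exact test with more than 1 CPM in at least 2 libraries it was 1 of 10 in leaves and 2 of 10 in stems, where the split of Eq4, Eq5 and St2 against the others called 745. No share under 0.1 is possible with 10 splits, so chance cannot be excluded for any of these counts.

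With the tree as a replicate block, the number of transcripts whose site effect differed between leaves and stems was 20 in place of 4. The block was run for this comparison alone. Within a tissue, no paired analysis was possible because each tree belongs to 1 site. Leaving out 1 tree gave between 0 (any tree but Eq6, with the counts at an unadjusted p under 0.05 given above) and 15 (Eq6).

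The separation of sites kept its sign in leaves and stems with all transcripts, with 1 minus the Spearman correlation and with each tree left out, at the smallest exact p of 0.1, which cannot pass a threshold of 0.05. In flowers the difference was 0.345, and without 1 library it ran from -0.14 (without St2) to 2.11 (without Eq6), and it was also reversed without St1 (-0.12). The cause of the reversals was not tested. Solar irradiance at sampling, subtropical minus equatorial, was -133 kJ per square metre and ran from -432 (without Eq6) to 213 (without Eq5, reversed), because Eq5 had the highest irradiance of the 6 trees. The stem-like shift of leaves stayed between -0.88 (without St1) and -0.46 (without Eq4) over the trees left out, and at -0.71, -0.72 and -0.61 with 50 or 500 stem-high transcripts or RLE scaling, against -0.61, with an exact permutation p of 0.1 in each, except 0.2 without St4.

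No transcript had 0 counts in all 9 libraries of one site and at least 10 in each of the other 9, a count without a test. With at least 1 count in each there were 6 and with at least 30 there were 0. Over the 12 leaf and stem libraries there were 38, and without the flower library labelled Eq6 26. By construction fewer libraries make the condition easier to meet.

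Of the 72 transcripts named by the rule, counted once per tissue, 11 passed the threshold of the quasi-likelihood test, and RLE scaling, no filter and more than 1 CPM in at least 3 libraries kept the side of the threshold and the direction of all 65 that the filter keeps. The exact test moved 41 of 65 past the threshold, DESeq2 46 of 72 and the exact test with more than 1 CPM in at least 2 libraries 48 of 72, none in the opposite direction. Of the 11, 0 passed the threshold in every fit without 1 tree, and at most 5 of the 6 such fits kept one, while 4 others passed it only in such a fit. With 1 tree left out, 7 changed direction at their lowest or highest value, none of them called in any fit with all trees. Their log2 fold changes ran from -0.68 to 0.74 for UGT78D2 (As_11340) in stems, -0.21 to 0.0812 for UBQ6 (As_18630) in leaves, -0.0815 to 0.0588 for EIFa (As_19713) in leaves, -0.48 to 0.0653 for ZFN1 (As_21267) in stems, -0.0791 to 0.33 for AT2G20710 (As_25016) in stems, -0.15 to 0.10 for UBQ11 (As_43999) in leaves and -0.0984 to 0.17 for UBQpase (As_44296) in leaves. The cause was not tested, and each value with all trees was smaller than its standard error. Depth limits transcripts of few counts, 7 of the 72 being under the filter.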

Differences from the paper's values

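The paper reports 1837 DETs in leaves, and the quasi-likelihood test called 56. Of the alternatives set before the data were examined, only the exact test with a common dispersion came within 1.5 times of the paper's value (1480), and the exact test (966), the exact test without a filter (908) or with more than 1 CPM in at least 3 libraries (977), DESeq2 (1140), 1 fit over all 18 libraries (103), RLE scaling, the other filters and the fits without 1 tree (at most 105) did not. In stems the paper reports 904 and the quasi-likelihood test called 78. DESeq2 (617) and the exact test with a common dispersion (1153) came within that range, as did the exact test with more than 1 CPM in at least 2 libraries (604), which was chosen after seeing the values and drops 0 of the 119 transcripts of Table S11. The exact test with the planned filters (571, 573 and 542), 1 fit over all 18 libraries (65), RLE scaling, the other filters and the fits without 1 tree (at most 87) did not.

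In flowers the paper reports 1 DET and the quasi-likelihood test called 0, with 1654 at an unadjusted p under 0.05. The exact test without a filter and the fit over all 18 libraries called 1 each, as did the exact test with more than 1 CPM in at least 2 libraries, chosen after seeing the values (it drops 0 of the 119 transcripts of Table S11, which lists no flower transcript). The exact test (6), the exact test with more than 1 CPM in at least 3 libraries (3), DESeq2 (81), the exact test with a common dispersion (618) and the fit without Eq6 (573) called more, and RLE scaling, the other filters and the fits without another tree called 0.

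The paper's total over leaves and stems is 2741, against 134, and the exact test with a common dispersion alone came near it (2633). Of these the paper counts 1150 as putative protein-coding, against 91. The exact test (1065), the exact test without a filter (1004) or with more than 1 CPM in at least 3 libraries (1060) and DESeq2 (1287) came within 1.5 times of it, as did the exact test with more than 1 CPM in at least 2 libraries (1205), chosen after seeing the values and dropping 0 of the 119, while the others did not. The paper's share of coding transcripts is 41.91%, against 67.9%, and no test, filter, scaling or fit over all trees reached it (67.8% to 75.6%).

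Bars of Fig. S6g-h, read by eye, show about 500 leaf DETs higher at the subtropical and about 660 higher at the equatorial site, and about 380 and about 230 in stems, against 28, 28, 49 and 29 by the quasi-likelihood test. All 4 lay within 1.5 times under the exact test (399, 567, 358 and 213), the exact test without a filter (420, 488, 367 and 206) or with more than 1 CPM in at least 3 libraries (405, 572, 350 and 192) and DESeq2 (505, 635, 366 and 251). They did so under the exact test with more than 1 CPM in at least 2 libraries too (502, 655, 377 and 227), chosen after seeing the values and dropping 0 of the 119. With a common dispersion the leaf bars (573 and 907) were within that range and the stem bars (651 and 502) were not. The other settings were not within it for any of the 4. In each tissue the bars add up to fewer DETs than the paper's text gives, so the text and the figure were compared separately.

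Table S11 lists 119 transcripts as DETs, counted once per tissue. All changed in the printed direction, and all fold changes of Tables S11 and S12 lay within the standard error of those fitted here (largest difference 0.0319 on the log2 scale). For the 7 of the 119 with 0 counts at one site the counts give only a lower bound, so the match of their fold changes carries no weight. The quasi-likelihood test called 5 of them, the exact test 99, DESeq2 111 and the exact test with more than 1 CPM in at least 2 libraries, chosen after seeing the values, 119. For HRA1 (As_48776) in leaves, the paper's text gives 1.75-fold, and the value fitted here is 1.75 on the log2 scale, which is 3.35-fold, so that the values match on the log2 scale. For RAP2.4, Table S13 pairs the gene with As_15910 and Table S11 with As_11218, whose log2 fold changes in leaves were -0.48 and -1.57.

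The paper states that sampling took place at low tide at both sites. Table S1 gives a tidal level of 2.7 m for Eq4 and Eq5, against 0.7 m for Eq6 and 0.5 m for each subtropical tree. The paper describes the equatorial site as macrotidal and the subtropical site as microtidal. A level in metres therefore does not by itself give the state of the tide.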

Other observations

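The tests of stem tissue in the leaf samples of Eq4, Eq5 and Eq6, and that of gene content behind transcripts counted at one site only, were chosen only after the result was seen, as were the mitochondrial matches.

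Secondary cell wall transcripts of Table S11 were higher in equatorial leaves, and unequally so. For 19 of them that are far higher in subtropical stems than in subtropical leaves, the median was 5.54, 1.35 and 6.04 CPM in the leaves of Eq4, Eq5 and Eq6 and 0.342, 0.190 and 0.226 CPM in those of St1, St2 and St4. In stems it was 12.3, 21.2 and 145 CPM in Eq4, Eq5 and Eq6 and between 11.7 (St2) and 26.1 CPM (St1) in the subtropical trees. The leaf level was therefore a median of 52.0% of the stem level of the same tree in Eq4 and 3.87% in Eq6, although these leaves had nearly the same level, and 5.21% in Eq5. Stem tissue mixed into a leaf sample would bring the other abundant stem transcripts at the same share. For 101 such transcripts outside Table S11, the median share was 6.42%, 2.43% and 2.56% in Eq4, Eq5 and Eq6 and 1.90%, 2.86% and 1.48% in St1, St2 and St4. The answer depended on the stem taken as the source. In the leaf of Eq4, 3.96% of them reached the median share of the cell wall transcripts with its own stem and 50.5% with that of Eq6, against which both shares were alike (3.35% for cell wall and 3.49% for the other transcripts). In the leaf of Eq5 these were 28.7% and 64.4%, and in that of Eq6 1.98% with the stem of Eq4 and 35.6% with its own. An admixture of stem and a higher expression in the leaf, through its age, its tissue composition or the site, therefore cannot be told apart in any of the 3 leaves, since the cell wall level of the stem that might be mixed in is not known.

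A broader set gave a weaker picture. The mean log2 CPM of 200 stem-high transcripts, chosen from the subtropical trees and leaving out Table S11, was -1.68 ± 0.246 in equatorial and -2.28 ± 0.0394 in subtropical leaves (SD, n = 3 trees each), a difference of -0.61 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The summed CPM of the set was 99.5, 30.9 and 49.1 in the leaves of Eq4, Eq5 and Eq6 and 10.8, 6.22 and 4.85 in those of St1, St2 and St4. As the set was chosen for its low level in subtropical leaves, part of this difference follows from the choice.

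Many of the largest site differences are transcripts at 0 counts at one site. In 20 of the 56 leaf DETs (35.7%) and 23 of the 78 stem DETs (29.5%) all 3 libraries of a site had none. Of the 57 transcripts with at least 10 counts in every leaf of one site and 0 in every leaf of the other, 45 were also counted in the stems of the site that has them, and 38 of these (84.4%) had 0 counts in all stems of the other site. This is consistent with sequences or gene content that differ between the trees of the sites, so that reads do not map or the gene is absent, and with silencing in all organs, between which counts do not decide. The paper reports population differences in SNPs, which are not analysed here.

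Transcripts under cellular respiration in Table S11 (17 of 11 proteins) were all higher in equatorial samples, with a median log2 fold change of -2.41. Of these, the quasi-likelihood test called 1, NAD9 (As_19213) in leaves. Its log2 fold change was -2.85 (standard error 0.34, adjusted p = 0.0341, and from 4.95e-10 to 0.0369 over the other tests and filters), and with 1 tree left out it passed the threshold without Eq6 only (adjusted p = 0.0389, and up to 0.158 without another tree). In stems it was -2.13 (adjusted p = 0.150). NAD7 (As_30365), the largest printed change under that heading, had -3.23 in leaves (standard error 0.71, adjusted p = 0.140). NAD7 and NAD9 are among 13 leaf transcripts of Table S11 that match genes of the Arabidopsis mitochondrial genome, with a median of -2.55 and a range from -3.23 to -1.65. Whether the libraries differ in their content of organelle RNA was not tested.

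The transcripts that Table S13 pairs with UGT78D2, ZFN1 and AT2G20710, which the paper names for signatures of selection, showed no site difference past the threshold in leaves or stems by the quasi-likelihood test, the exact test or DESeq2, a result about their level only. UGT78D2 (As_11340) had a log2 fold change of -0.53 in leaves and -0.20 in stems (standard errors 0.62 and 0.71), ZFN1 (As_21267) 0.32 and -0.14 (standard errors 0.34 and 0.31) and AT2G20710 (As_25016) 0.54 and 0.14 (standard errors 0.28 and 0.30). The lowest adjusted p of the 6 comparisons was 0.476, in leaves for AT2G20710. There its subtropical libraries (9.02 ± 1.08 CPM) all lay above the equatorial ones (6.19 ± 1.42 CPM), and chance parts the sites in one direction or the other for 10% of transcripts.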
